# Chromatin architecture reveals cell type-specific target genes for kidney disease risk variants

**DOI:** 10.1186/s12915-021-00977-7

**Published:** 2021-02-24

**Authors:** Aiping Duan, Hong Wang, Yan Zhu, Qi Wang, Jing Zhang, Qing Hou, Yuexian Xing, Jinsong Shi, Jinhua Hou, Zhaohui Qin, Zhaohong Chen, Zhihong Liu, Jingping Yang

**Keywords:** Chromatin organization, Epigenetic landscape, Regulatory element, Disease-associated variant

## Abstract

**Background:**

Cell type-specific transcriptional programming results from the combinatorial interplay between the repertoire of active regulatory elements. Disease-associated variants disrupt such programming, leading to altered expression of downstream regulated genes and the onset of pathological states. However, due to the non-linear regulatory properties of non-coding elements such as enhancers, which can activate transcription at long distances and in a non-directional way, the identification of causal variants and their target genes remains challenging. Here, we provide a multi-omics analysis to identify regulatory elements associated with functional kidney disease variants, and downstream regulated genes.

**Results:**

In order to understand the genetic risk of kidney diseases, we generated a comprehensive dataset of the chromatin landscape of human kidney tubule cells, including transcription-centered 3D chromatin organization, histone modifications distribution and transcriptome with HiChIP, ChIP-seq and RNA-seq. We identified genome-wide functional elements and thousands of interactions between the distal elements and target genes. The results revealed that risk variants for renal tumor and chronic kidney disease were enriched in kidney tubule cells. We further pinpointed the target genes for the variants and validated two target genes by CRISPR/Cas9 genome editing techniques in zebrafish, demonstrating that SLC34A1 and MTX1 were indispensable genes to maintain kidney function.

**Conclusions:**

Our results provide a valuable multi-omics resource on the chromatin landscape of human kidney tubule cells and establish a bioinformatic pipeline in dissecting functions of kidney disease-associated variants based on cell type-specific epigenome.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-021-00977-7.

## Background

Over the past decade, genome-wide association studies (GWAS) have successfully identified tens of thousands of genetic variants associated with a wide variety of human diseases, including kidney diseases [1, 2]. However, the identification of the causal variants and the search for their target genes that underlie these variants are extremely challenging. To address this, it is important that we incorporate additional information to assist the identification process. Among many options, the rapid growth of the epigenomic information provides a valuable resource for functional variant annotation [3, 4].

A large proportion of disease-associated variants are located in the non-coding region of the genome [5, 6]. It has been reported that functional non-coding regions are sensitive to digestion by enzymes like DNase or Tn5 [7, 8]. Furthermore, histone modifications have been linked to specific functional annotation of non-coding regions [9]. As examples, active promoter regions are often found to be marked by H3K4me3 and transcriptional activators like enhancers are often found to be marked by H3K27ac [10]. Jung et al. have combined ATAC-Seq and H3K27Ac ChIP-seq to identify potential enhancers for AQP2 in collecting duct principal cells (mpkCCD) [11]. Compared to causal variant identification, searching for the target genes of these variants is even more challenging. Regulatory elements such as enhancers can regulate their target genes regardless of distance and direction [12]; hence, it is unreliable to predict their target genes by genomic proximity alone. Instead, it has been demonstrated that physical contact via chromatin folding is necessary for gene activation by enhancer [13, 14]. Investigations of the contact through chromatin conformation capture technologies have enabled a systematic understanding the molecular targets deregulated in distinct diseases and traits [15, 16]. From the above, we believe that epigenomic features can help distinguish the causal variants from the others and facilitate the identification of the target genes for regulatory variants.

The epigenomic features are tissue and cell type-specific [17]. Existing studies only survey a limited number of epigenomic features on selected human tissues and cell types. For kidney, the Roadmap Epigenome Mapping Consortium (REMC) has collected various histone modifications for the whole kidney [18], but no matching chromatin interaction map has been generated in whole kidney. Furthermore, some studies generated chromatin interaction maps in kidney, but there is no mapping histone modification profile for any specific kidney cell types such as tubule cells. In a recent study, Brandt et al. applied 4C-seq (circular chromatin conformation capture) on a group of kidney disease-associated variants to search for their target genes in kidney cells [12]. Since 4C-seq is not designed for genome-wide conformation capture, the information is limited to the selected loci [19]. In another study, Sieber et al. combined DNase map on glomeruli cell culture and Hi-C (high-throughput chromosome conformation capture) on freshly isolated glomeruli to shed light on glomeruli genome function [20]. As DNase map does not provide annotation that can distinguish different types of regulatory elements such as enhancers or promoters that combined histone modifications are able to provide, and the Hi-C has yet to achieve sufficient resolution to delineate transcription-related chromatin interaction [19], more experimental data are needed in order to build a refined epigenetic landscape to achieve variant annotation in the kidney [21].

Here we incorporated high-resolution and comprehensive one-dimension (1D) to three-dimension (3D) epigenetic landscapes in kidney tubular epithelial cell model HK2 cells which retained functional characteristics of proximal tubules [22, 23] to annotate variants identified by GWAS. We captured the chromatin interaction profile using HiChIP (in situ Hi-C followed by chromatin immunoprecipitation) which is a protein selected chromosome conformation capture technology. Compared to Hi-C at comparable sequencing depth, HiChIP would increase the resolution by 10 fold therefore enables accurate detection of chromatin interactions [24, 25]. In parallel with the high-resolution contact map, we integrated multi-layer histone modifications annotation such that different types of functional elements could be recognized. Using this system, we established a regulatory network and applied it to explore the role of GWAS hits in kidney diseases. Our analyses discovered enrichment of causal variants for renal cell carcinoma (RCC) and chronic kidney disease (CKD) in kidney tubular cells. We established a pipeline from epigenomic landscape generation to GWAS hits annotation and provided a comprehensive resource for further investigation of any genomic locus of interest in the kidney tubular cells.

## Results

### Identification of genome-wide cell type-specific regulatory elements

In order to annotate kidney disease-associated variants, we need to establish a cell type-specific transcription regulatory network (Fig. 1a). As kidney tubules play important roles in kidney diseases [22, 23], we firstly identified functional elements in kidney tubular cells. 

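HK2 is an immortalised cell line from the proximal tubule of a human kidney. In these cells, H3K4me3, which marks promoters, H3K27ac, which marks active promoters and enhancers, and H3K27me3, which marks repressed chromatin, were each profiled by ChIP-seq in 2 replicates. The authors aligned the reads to hg19 with Bowtie2, kept uniquely mapped reads and called peaks with MACS2, and the deposited lists give the position of each peak in each replicate, without its height or significance. In the labels, 1 replicate of each mark has no number. It was taken as replicate 1 of the paper's Table S1 because the other is numbered 2, so the pairing of peak lists with that table is inferred. The table gives 57519130 and 25656120 aligned read pairs for H3K4me3 replicates 1 and 2. For H3K27ac the paper gives 40550340 and 37398311 aligned read pairs, and for H3K27me3 63371212 and 37857952. The lists hold 29130 and 73942 peaks for H3K4me3, 57761 and 38639 for H3K27ac, and 45924 and 32746 for H3K27me3. Median peak widths on the 24 main chromosomes were 1194 and 434 bp for H3K4me3, 1357 and 657 bp for H3K27ac, and 1181 and 535 bp for H3K27me3, so the replicates differed in both number and width of peaks. From these lists, the genome was divided into 200-bp bins, and a mark was taken as present where the peaks of both replicates covered at least 50% of a bin. Requiring both replicates leaves out elements called in a single replicate. No read counts were used, so the depth behind a single peak is unknown here.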

To achieve this, we experimentally constructed multiple histone modification profiles including H3K4me3, H3K27ac and H3K27me3 (Additional file 1: Table S1, Additional file 1: Fig. S1) to call cell type-specific functional elements. 

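The tubular feature genes ITGA3 and GLUD1 had H3K4me3 and H3K27ac peaks within 1 kb of a transcription start site (TSS) in both replicates of each mark, and no H3K27me3 peak there in either replicate. In GRCh37 coordinates, ITGA3 (ENSG00000005884) lies on chromosome 17 from 48133332 to 48167845 and GLUD1 (ENSG00000148672) on chromosome 10 from 88809959 to 88854600. Their FPKM was 144 ± 4.61 for ITGA3 and 97.0 ± 1.21 for GLUD1 (SD, n = 2 RNA-seq libraries). The glomerular gene WT1 (ENSG00000184937, chromosome 11 from 32409321 to 32457110) had no H3K4me3 or H3K27ac peak within 1 kb of any of its 21 annotated TSS positions. It had 1 H3K27me3 peak in each replicate there, although the peaks of the replicates did not cover the same bins, and it was listed at an FPKM of 0 in both RNA-seq libraries.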

When compared to histone modifications in whole kidney [26], it was revealed that the data retained characteristics of proximal tubules in kidney, without signal at non-tubular feature genes (Additional file 1: Fig. S2). We then applied ChromHMM on these histone modification profiles jointly and discovered six chromatin categories including active promoter, poised promoter, bivalent promoter, active enhancer, repressed state and quiescent state (Fig. 1b). 

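ChromHMM learns states from the joint pattern of marks across the genome. Here the 6 chromatin categories were assigned by a fixed rule from the deposited peaks, after the marks shown for each state in Fig. 1b. A bin with H3K4me3 and H3K27ac but no H3K27me3 was called active promoter, H3K4me3 alone poised promoter, H3K4me3 with H3K27me3 bivalent promoter whether or not H3K27ac was present, H3K27ac without H3K4me3 active enhancer whether or not H3K27me3 was present, H3K27me3 alone repressed state, and a bin without a mark quiescent state. Adjacent bins of the same state were joined into regions. Active promoters then covered 10.6 Mb in 12877 regions, poised promoters 10.9 Mb in 19645 regions and bivalent promoters 1.15 Mb in 1626 regions. Active enhancers covered 27.5 Mb, the repressed state 18.1 Mb in 21815 regions, and 97.8% of all bases were quiescent. These values depended on the replicate. With replicate 1 alone, active promoters covered 31.6 Mb, active enhancers 75.5 Mb and the repressed state 86.8 Mb in 47067 regions. With replicate 2 alone, they covered 10.7, 28.2 and 23.3 Mb, the last in 34073 regions, and poised promoters covered 34.2 Mb.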

In total, we identified 51,569 promoters in kidney tubular cells representing about 17.6% of the genome (Fig. 1c), including Refseq-annotated promoters as well as novel promoters that have not been annotated in current genome annotation (Fig. 1d). 

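With the marks required in both replicates, the 3 promoter states together comprised 34148 regions. These made up 23.3% of all regions, quiescent stretches included, and 0.729% of the bases of the genome. A promoter with bins of several states was counted as several regions, so regions outnumber promoters. At WWOX, for example, bins from 78133201 to 78134400 formed a poised, an active and a poised region. H3K4me3 peaks that overlapped one of the other replicate numbered 16857 in replicate 1 and 18025 in replicate 2. The number of regions changed with the replicates used and with the length required of a region. Replicate 1 alone gave 45090 promoter regions, or 17.7% of regions, and replicate 2 alone gave 91508, or 32.6% of regions, while 8252 promoter regions were at least 1000 bp long. Of the 34148 regions, 30709 had a TSS of any annotated gene within 1 kb and 3439 (10.1%) did not. The share without such a TSS was 6.8% for active promoters, 11.5% for poised promoters and 18.4% for bivalent promoters. In the region of Fig. 1d on chromosome 1, next to ENAH, H3K4me3 replicate 1 had peaks from 225887178 to 225887907 and from 225888086 to 225890452. No H3K4me3 peak of replicate 2 overlapped them, while H3K27ac peaks lay there in both replicates. Under the requirement of both replicates these positions were therefore active enhancers, from 225886401 to 225888000 and from 225888201 to 225890000.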

Currently, in kidney cells including tubular cells, enhancers are poorly annotated. 

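Regions with H3K27ac and no H3K4me3, the pattern of an active enhancer, numbered 29572 where both replicates were required, which was 20.1% of regions and 0.888% of bases. Replicate 1 alone gave 56549 such regions, 22.2% of regions, and replicate 2 alone gave 30531, 10.9% of regions. The median length of an active enhancer region was 600 bp with both replicates and 800 bp with replicate 1 alone. Of the 29572 regions, 21162 had no annotated TSS within 1 kb.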

Our histone landscape predicted 57,345 active enhancers with H3K27ac but lacking H3K4me3, representing 19.6% of the genome (Fig. 1c). 

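In the region of Fig. 1e on chromosome 16, which holds SUA2, the deposited lists contain 2 H3K27ac peaks, from 79844758 to 79845209 and from 79931067 to 79931538 in hg19. Both were called in replicate 1 and neither in replicate 2, so no active enhancer remained there when both replicates were required. H3K27me3 peaks in that region numbered 8 in replicate 1 and 3 in replicate 2. DAB2 (ENSG00000153071) lies on the minus strand of chromosome 5 from 39371777 to 39462402. Within the gene, H3K27ac had 8 peaks in replicate 1 and 5 in replicate 2. An H3K27ac peak from 39398995 to 39402781 in replicate 1 was matched in replicate 2 by peaks from 39399193 to 39399709, from 39400010 to 39401278 and from 39401499 to 39401824. These gave active enhancer regions of 600, 1200 and 400 bp. DAB2 had an active promoter in both replicates and an FPKM of 11.8 ± 0.259 (SD, n = 2).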

Previously reported enhancer SUA2 [27] and enhancer in DAB2 loci [28] were confirmed by the histone landscape we derived (Fig. 1e and Additional file 1: Fig. S3). The majority of the enhancers we discovered have never been annotated before.

**Fig. 1:**
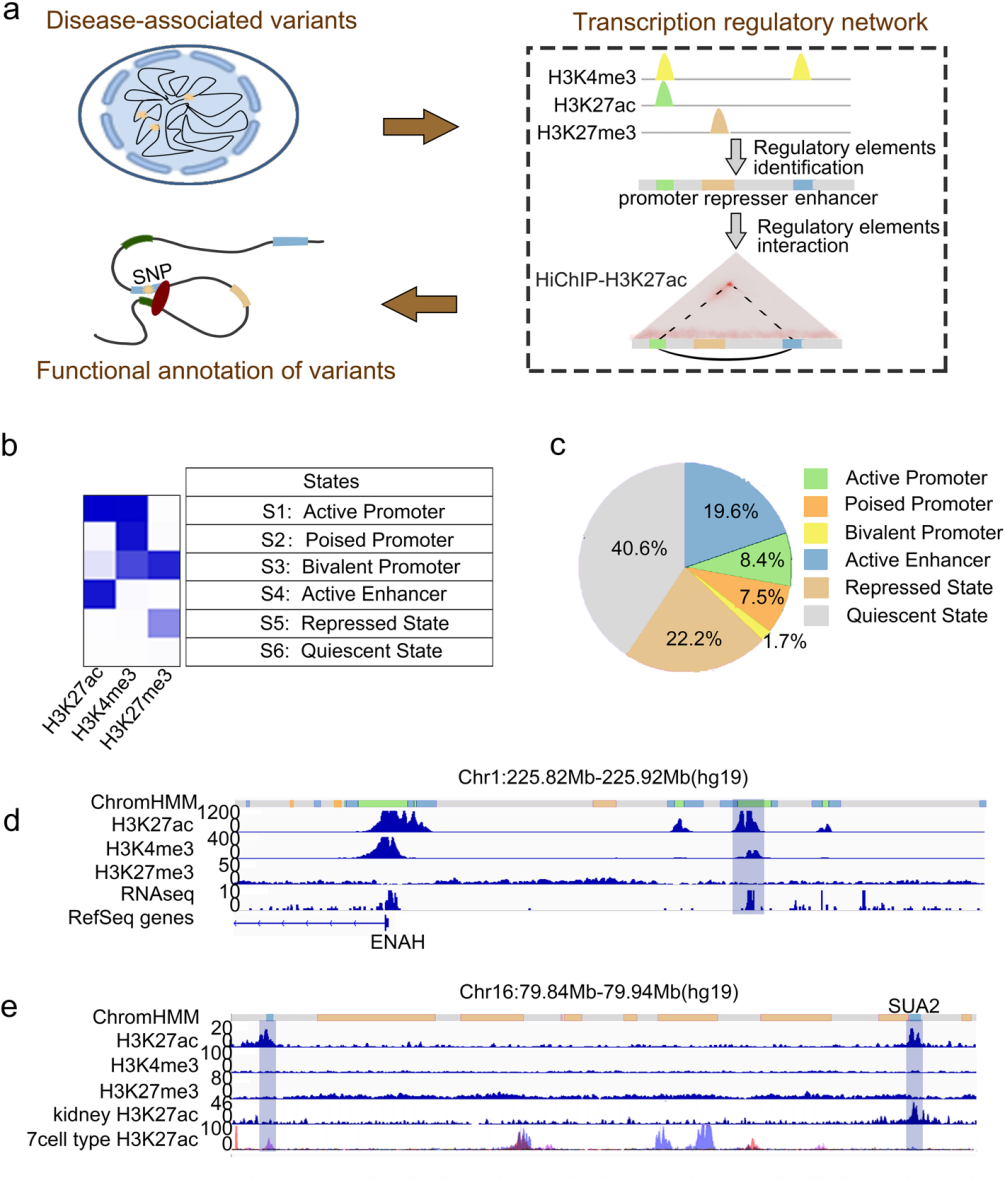
Identification of regulatory elements in tubular cells. **a** Schematic of strategy to functionally annotate disease-associated variants with 1D and 3D epigenetic landscapes. **b** ChromHMM-based chromatin states in tubular cells. Each row corresponds to a different state, and each column corresponds to a different mark for three histone modifications (H3K27ac, H3K4me3, H3K27me3). The blue color represents the probability for each mark in the state. **c** Proportion of the regions for each state in genome. **d** Segmentation state, H3K27ac, H3K4me3, H3K27me3 and RNA-seq tracks on chromosome 1 (225.82–225.92 Mb). Blue block highlights a novel promoter not defined by Refseq. **e** Segmentation state, H3K27ac, H3K4me3, H3K27me3, kidney H3K27ac and 7-cell type H3K27ac profiles on chromosome 16 (79.84–79.94 Mb). Blue blocks highlight enhancers including SUA2 and a novel enhancer. Kidney H3K27ac and 7-cell type H3K27ac profiles were from ENCODE

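RNA-seq was carried out on HK2 cells in 2 replicates. The paper states that reads were mapped to hg19 with HISAT2 and quantified with StringTie in FPKM, which scales fragments by transcript length and by the number of mapped fragments. The headers of the deposited files name StringTie 1.3.3 and GENCODE version 27, whose coordinates are those of GRCh38, so genes were joined to the hg19 peaks by Ensembl identifier and never by position. TSS positions and gene types came from GENCODE version 44 mapped to GRCh37, and 19645 of its 20162 protein-coding genes were found in the RNA-seq files. The FPKM of a gene was the sum over its transcripts, averaged over the libraries. The ratio of coverage to FPKM corresponds to 5.67 and 5.52 Gb of aligned bases in libraries 1 and 2, so their depths were similar. Across protein-coding genes, log10(FPKM + 1) had a Pearson correlation of 0.994 between the libraries. This is a correlation across genes, which are not independent replicates. Of 8732 genes with a mean FPKM of at least 5, 50 were over 2-fold higher in library 2 and 41 over 2-fold lower. The comparisons of gene classes used two-sided permutation tests with 100000 resamples on the difference of mean log10(FPKM + 1), with each class difference also computed in each library.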

To determine the functional potential of these predicted regulatory elements, we next examined the expression level of the genes targeted by these regulatory elements. 

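Each protein-coding gene was given the promoter state found within 1 kb of its TSS positions, with active before bivalent before poised where several occurred. Mean log10(FPKM + 1) was 1.11 for 10215 genes with an active promoter, 0.601 for 2503 with a poised promoter and 0.146 for 991 with a bivalent promoter. The difference between active and poised promoter genes was 0.510 (two-sided permutation test across genes, p = 1e-05, the smallest p these permutations can give). It was 0.509 in library 1 and 0.511 in library 2. Active and bivalent promoter genes differed by 0.966 (permutation p = 1e-05), 0.961 and 0.969 in the libraries. Both differences varied little between the libraries. The libraries share the same genes and promoter classes, so this spread does not cover the choice of peaks. Taking the peaks of either replicate moved the active to poised difference most among the alternatives, to 0.924. Without ChIP-seq replicate 2 it was 0.864, a value without a test because a single replicate remains. An FPKM of at least 1 in both libraries was reached by 92.6% of active promoter genes (95% Wilson interval, 92.0 to 93.0%), 64.6% of poised promoter genes (62.7 to 66.5%) and 14.7% of bivalent promoter genes (12.7 to 17.1%). The poised class changed with the replicates used. Its median log10(FPKM + 1) was 0.559 over the 2503 genes, 0.069 over 529 genes without ChIP-seq replicate 2, 0.274 over 3475 genes without ChIP-seq replicate 1 and 0.010 over 1428 genes with the peaks of either replicate.

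**Figure D1:**
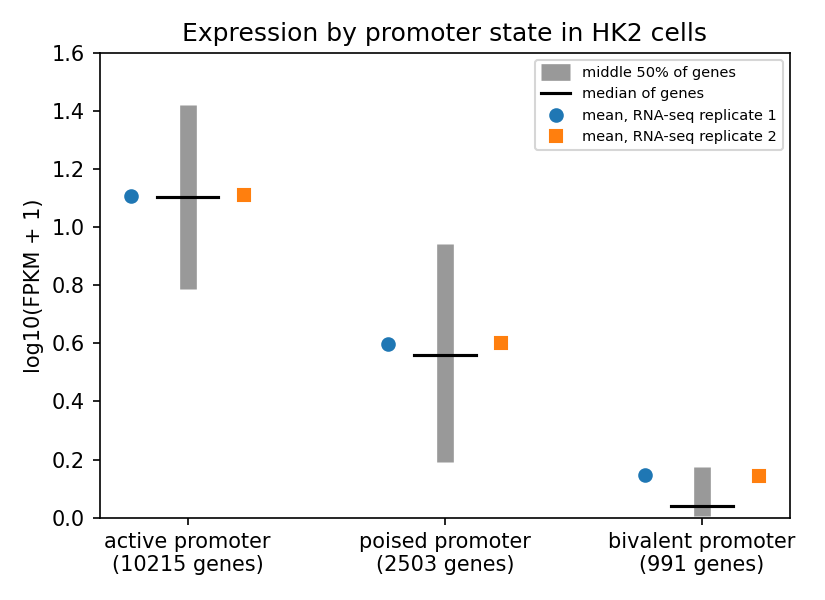
log10(FPKM + 1) of protein-coding genes by promoter state. Grey bars span the middle 50% of genes, black lines are medians, and points are the means of the RNA-seq replicates, which lie at 1.11 in both for active promoters and at 0.146 and 0.143 for bivalent promoters.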

We found that the expression of genes associated with active promoter was significantly higher than the other genes (Fig. 2a). As an example, in a 500-kb region on chr16, four promoters were predicted with diverse states. 

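In the region of chromosome 16 shown in Fig. 2b, NUDT7 (ENSG00000140876, from 77756389 to 77776157 in GRCh37) had H3K4me3 peaks at its TSS in both replicates. Its H3K27ac peak, from 77756426 to 77756975, was called in replicate 1 only, so its promoter was active in replicate 1 and poised with both replicates. The FPKM of NUDT7 was 1.43 and 1.55 in the libraries. WWOX (ENSG00000186153, from 78133297 to 79246564) had an active promoter in each replicate, with an H3K27me3 peak within 1 kb of a TSS in replicate 1 only, and an FPKM of 6.28 ± 0.625 (SD, n = 2). VAT1L (ENSG00000171724, from 77822461 to 78014004) had a bivalent promoter in each replicate, with H3K4me3 and H3K27me3 peaks and no H3K27ac peak, and an FPKM of 0.014 in both libraries. CLEC3A (ENSG00000166509, from 78056412 to 78100658) had no peak of any of the 3 marks within 1 kb of its 4 TSS positions and was listed at 0 in both libraries. Farther inside the gene, bins in the repressed state with both replicates lay from 78094601 to 78095000, from 78095601 to 78097200 and from 78099801 to 78100600, within an H3K27me3 peak of replicate 1 from 78093976 to 78102606.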

NUDT7 and WWOX, two genes found to be associated with active promoters, are highly expressed, whereas VAT1L and CLEC3A, two genes associated with either bivalent promoter or repressed state, are not expressed, at both transcript level (Fig. 2b) and protein level (Additional file 1: Fig. S4). 

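The converse was also counted. Of 1951 protein-coding genes with bivalent or repressed bins and no active promoter bin around a TSS, 186 had an FPKM of at least 1 in both libraries, which is 9.53% (95% Wilson interval, 8.31 to 10.9%). These were 1.61% of the 11549 genes that reached this level, while 9454 of them, or 81.9%, had an active promoter. The 5 highest were MMP24 at an FPKM of 58.6 ± 0.885, PPIE at 25.2 ± 0.986, FABP5 at 23.3 ± 1.96, PCSK1N at 19.5 ± 0.826 and SLCO2A1 at 19.5 ± 1.00 (SD, n = 2). MMP24, PPIE and FABP5 had an active promoter when ChIP-seq replicate 1 was used alone. PCSK1N and SLCO2A1 were bivalent in each replicate, SLCO2A1 with an H3K27ac peak in each as well. MMP24 and PPIE lie on chromosomes 20 and 1, which with chromosome 10 had the densest H3K27me3 peaks. FABP5, PCSK1N and SLCO2A1 lie on other chromosomes. The paper gives the fraction of H3K27me3 reads in peaks as 0.05 and 0.054. Without peak scores, weak H3K27me3 calls cannot be told from strong ones. The paper reasons from the expression of each promoter class, and from the genes of Fig. 2b, to the part that promoters play in transcription.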

Our results revealed that the state of promoters directly regulated transcription activity of their associated genes.

**Fig. 2:**
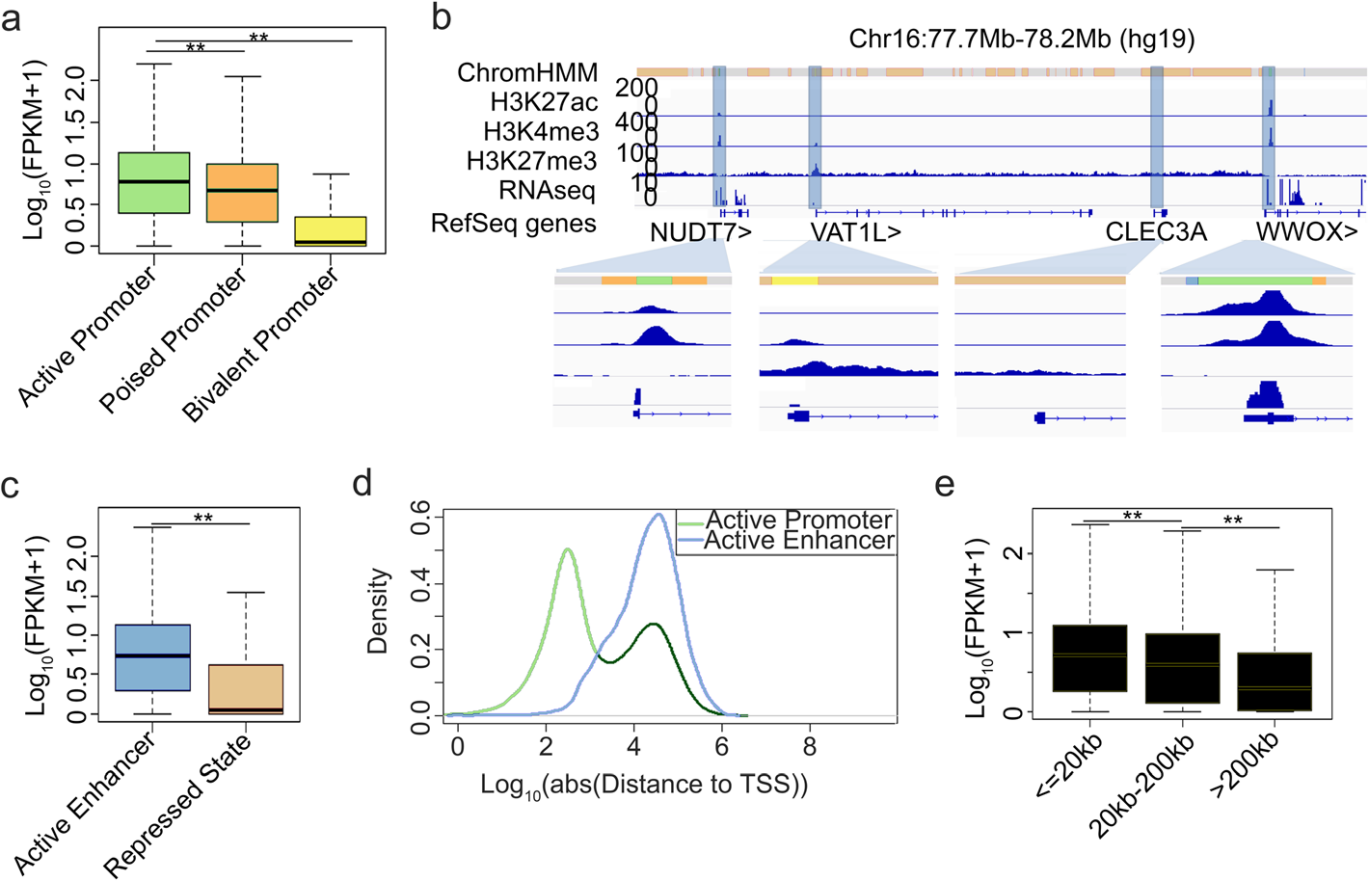
Effect of regulatory elements on gene transcription regulation. **a** Boxplots of transcription for genes associated with active promoter, poised promoter, and bivalent promoter. ** represents *p* value < 0.01. **b** Segmentation state, H3K27ac, H3K4me3, H3K27me3, and RNA-seq profiles on chromosome 16: 77.7–78.2 Mb. Promoters of NUDT7, VAT1L, CLEC3A, and WWOX are highlighted (blue shading) and enlarged. **c** Boxplots of transcription for genes associated with active enhancer and repressed state. ** represents *p* value < 0.01. **d** Distribution of distance between regulatory elements and TSS of their nearest genes. **e** Boxplots of transcription for genes by active enhancer with corresponding distance. ** represents *p* value < 0.01

For non-promoter elements, we examined their effect on the nearest gene. 

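Each region was paired with the protein-coding gene whose TSS was nearest to its midpoint. Active enhancers had 8161 different nearest genes and repressed regions 4776, with 1911 genes in both sets. Mean log10(FPKM + 1) was 0.914 for the nearest genes of enhancers and 0.444 for those of repressed regions, a difference of 0.470 (two-sided permutation test across genes, p = 1e-05, the smallest p possible here). The difference was 0.469 and 0.471 in the libraries. Median FPKM was 8.07 against 0.240. A pseudocount of 0.1 in place of 1 moved the difference most among the alternatives, to 0.786, and with genes near both kinds of region left out it was 0.703. An active promoter was present in 69.0% of the nearest genes of enhancers and in 32.6% of those of repressed regions.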

We found that the expression of genes associated with active enhancer is much higher than that of genes associated with repressive elements (Fig. 2c), confirming the activation potential of these enhancers. 

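From the midpoint of an active enhancer to the nearest TSS of a protein-coding gene, the mean distance was 99.1 kb and the median 12.5 kb, so the mean was set by a minority of long distances. A TSS lay within 2 kb of the midpoint for 24.5% of the enhancers. For repressed regions, the mean was 58.6 kb and the median 22.5 kb.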

As the identified enhancers are distal elements to genes with an average distance of 54.7 kb (Fig. 2d), we further grouped the enhancers by the distance to their nearest genes. The result revealed that the regulatory potential of active enhancers declined as the distance increased. 

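Of the enhancers, 17430 (58.9%) lay within 20 kb of the nearest TSS, 9961 (33.7%) at 20 to 200 kb and 2181 (7.4%) farther than 200 kb. Their nearest genes numbered 6805, 3009 and 543, a gene being counted once per distance class. Mean log10(FPKM + 1) was 0.994 within 20 kb, 0.801 at 20 to 200 kb and 0.653 beyond. The first step was a difference of 0.194 (0.195 and 0.192 in the libraries) and the second 0.148 (0.150 and 0.146), each with p = 1e-05 in a two-sided permutation test across genes, the smallest p these permutations can give. A gene could enter more than 1 class. With each gene placed only in the class of its nearest enhancer, the classes held 6805, 1196 and 160 genes, and the steps were 0.460 (permutation p = 1e-05) and 0.192 (permutation p = 9e-05). The median log10(FPKM + 1) was then 0.397 at 20 to 200 kb and 0.050 beyond, in place of 0.834 and 0.593. With a gene counted once per class, the share of nearest genes with an active promoter fell over the classes, from 74.8% to 59.8% and 54.9%.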

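Genes nearest to enhancers within 20 kb had a mean FPKM of 31.5, and genes nearest to enhancers over 200 kb away had 18.7, a fold of 1.69. The fold was 1.72 in library 1 and 1.66 in library 2. Medians of FPKM, which a few highly expressed genes move less, were 9.69 and 2.92, a fold of 3.32.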

For enhancers more than 200 kb away from their nearest genes, the average expression level of their nearest genes decreased by more than 2.5 fold (Fig. 2e), suggesting that their nearest genes may not be the real targets for those distal enhancers. Taken together, we established a cell type-specific 1D regulatory landscape with histone modification patterns genome-wide and identified functional elements for the transcriptome, but the true target genes of these elements remain elusive especially for those distal enhancers.

### Establishment of regulatory network in 3D genome

In order to identify the target genes for distal elements, we next developed a high-resolution chromatin contact map (Fig. 3a, Additional file 1: Table S2, Additional file 1: Fig. S5). In total, 239,716 interactions were detected throughout the genome. Generated using HiChIP with H3K27ac, the contact map is transcription-centered. The anchors of the interactions were enriched for active histone markers (Fig. 3b). Comparing the location of these anchors to the identified regulatory elements revealed that 77.5%, 2.2%, and 20.3% of the interactions are between enhancers (e-e), between promoters (p-p), and between enhancers and promoters (e-p) respectively (Fig. 3c). Since enhancers could increase transcriptional bursting of their target genes, we then examined whether contacting with enhancers increased the expression of a gene. Compared to genes contacted with no enhancer, the genes interacted with enhancers displayed significantly higher expression levels. Additionally, we found that contact with more enhancers further increased the expression (Fig. 3d), confirming that enhancer interaction is important for transcription activation.

**Fig. 3:**
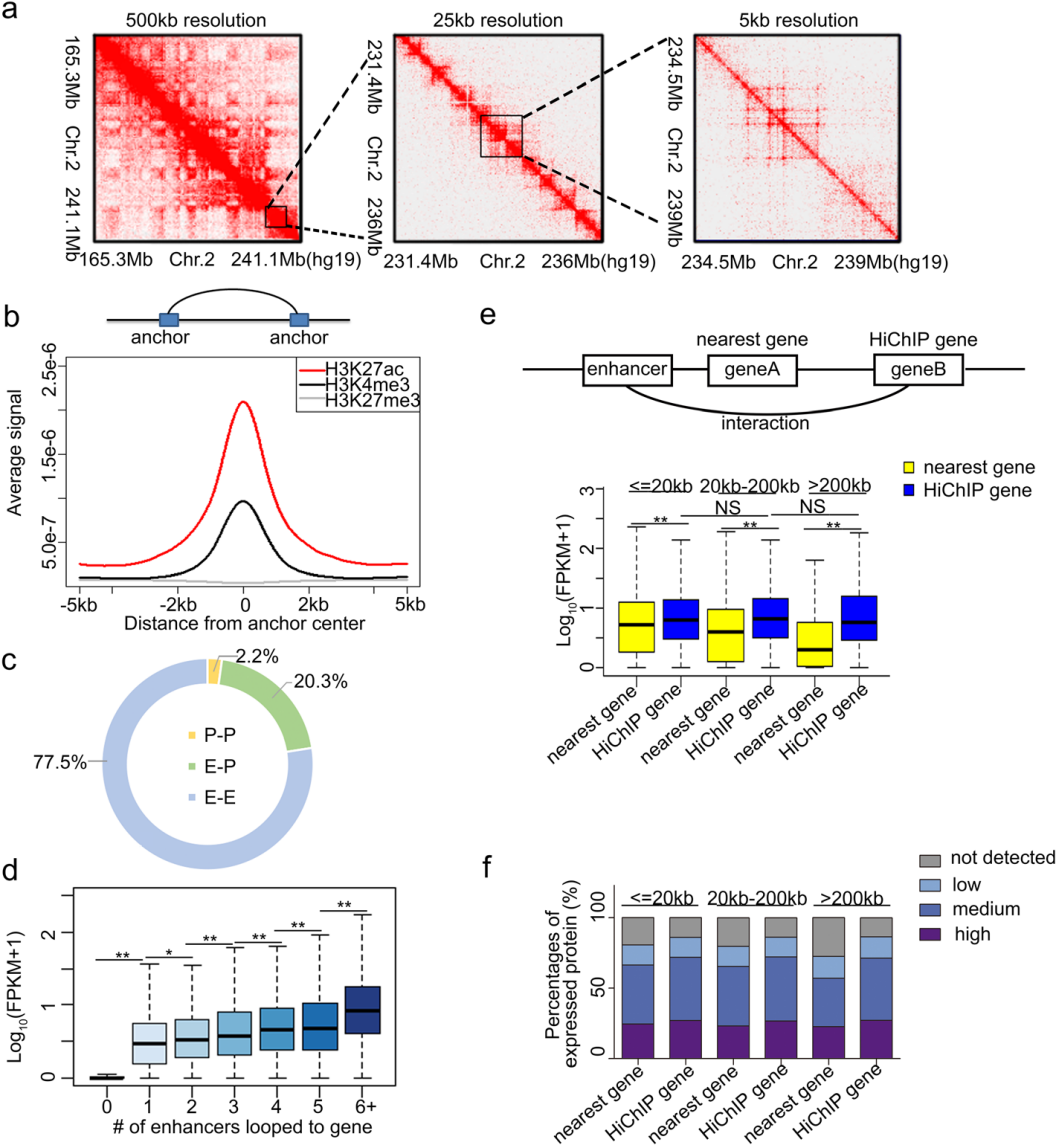
Chromatin interaction map in tubular cells. **a** Knight–Ruiz (KR) matrix-balanced interaction maps for tubular cells at 500-kb, 25-kb, and 5-kb resolution. **b** Upper: Schematic diagram of definition of the anchor. Bottom: three ChIP-seq signals around chromatin anchor midpoints. **c** Proportion of interaction types. **d** Transcription levels for genes interacted with different numbers enhancers. ** represents *p* value < 0.01. * represents *p* value < 0.05. **e** Upper: Schematic diagram of definition of nearest gene and HiChIP gene. Bottom: Transcription levels for nearest or HiChIP genes for the same enhancer. ** represents *p* value < 0.01. **f** The percentages of protein expression for nearest and HiChIP genes in kidney tubule from Human Protein atlas

The potential target genes of identified active enhancer are defined either as the nearest genes or the genes interacted with active enhancer in the 3D interaction map (HiChIP gene) (Fig. 3e). For an active enhancer, we found that the HiChIP gene showed more active expression than the nearest gene, especially for those interacted with distal enhancers (> 200 kb). Additionally, as the 3D chromatin interaction has little to do with linear genomic distance, the activation potential for interacted genes did not decline as that for nearest genes (Fig. 3e). Consistently, when we examined the expression of identified target genes in kidney tubule in vivo, we found that HiChIP genes expressed more frequently than nearest genes did and the proportion of expressed genes did not decrease with the distance (Fig. 3f). The results indicated that the chromatin interaction map generated by HiChIP reflect the regulatory network more accurately, especially for distal enhancers. The interacted genes are more likely to be the real target genes in transcription regulation for these enhancer elements.

### Functional annotation of causal variants associated with kidney related traits

The identified regulatory elements and chromatin interaction map enable us to interpret the function of non-coding variants, which is impractical to assay by standard approaches such as eQTL (expression quantitative trait loci) mapping without very large sample sizes. We collected disease-associated SNPs from GWAS catalog (downloaded 30 September 2018) and CKDGen consortium (downloaded 24 April 2019), including 312 SNPs for kidney-related traits (Fig. 4a). By assessing overlap between the GWAS hits and our identified cell type-specific regulatory elements, we found a group of SNPs that co-localize with various types of regulatory elements. 

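Table S5 lists 53 active enhancer segments that hold SNPs of kidney diseases. An H3K27ac peak of HK2 cells overlapped 46 of them in replicate 1, which is 86.8% (95% Wilson interval, 75.2 to 93.5%), and 25 in replicate 2 (47.2%, 34.4 to 60.3%). All 25 segments with a peak in replicate 2 also had one in replicate 1. An H3K4me3 peak overlapped 5 segments in replicate 1 and 2 in replicate 2, which is 7 segments in either (13.2%, 6.55 to 24.8%), and no segment had one in both. An H3K27me3 peak overlapped 0 of the 53 segments in either replicate (95% Wilson interval, up to 6.76%). The paper called active enhancers from the same marks in these cells. These overlaps therefore compare its calls with the peak lists and are no independent check of the enhancers.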

Among all kidney-related trait-associated GWAS SNPs, 12% overlapped with identified promoters and 17% overlapped with identified active enhancer in tubular cells (Additional file 1: Table S3 and Additional file 2: Table S5). Through bootstrap simulation using all disease-associated SNPs as control, the results revealed significant overlap between GWAS hits for renal cell carcinoma (RCC) (*p* value = 5.71e^− 5^) or CKD (*p* value = 0.006) and identified active enhancers (Fig. 4b and Additional file 1: Fig. S6a), but overlap with all every other type of regulatory elements is insignificant (Additional file 1: Fig. S6b). This discovery was confirmed by the report that RCC was likely derived from kidney proximal tubule cells [29] and emphasized the importance for cell type-specific annotation for GWAS hits.

**Fig. 4:**
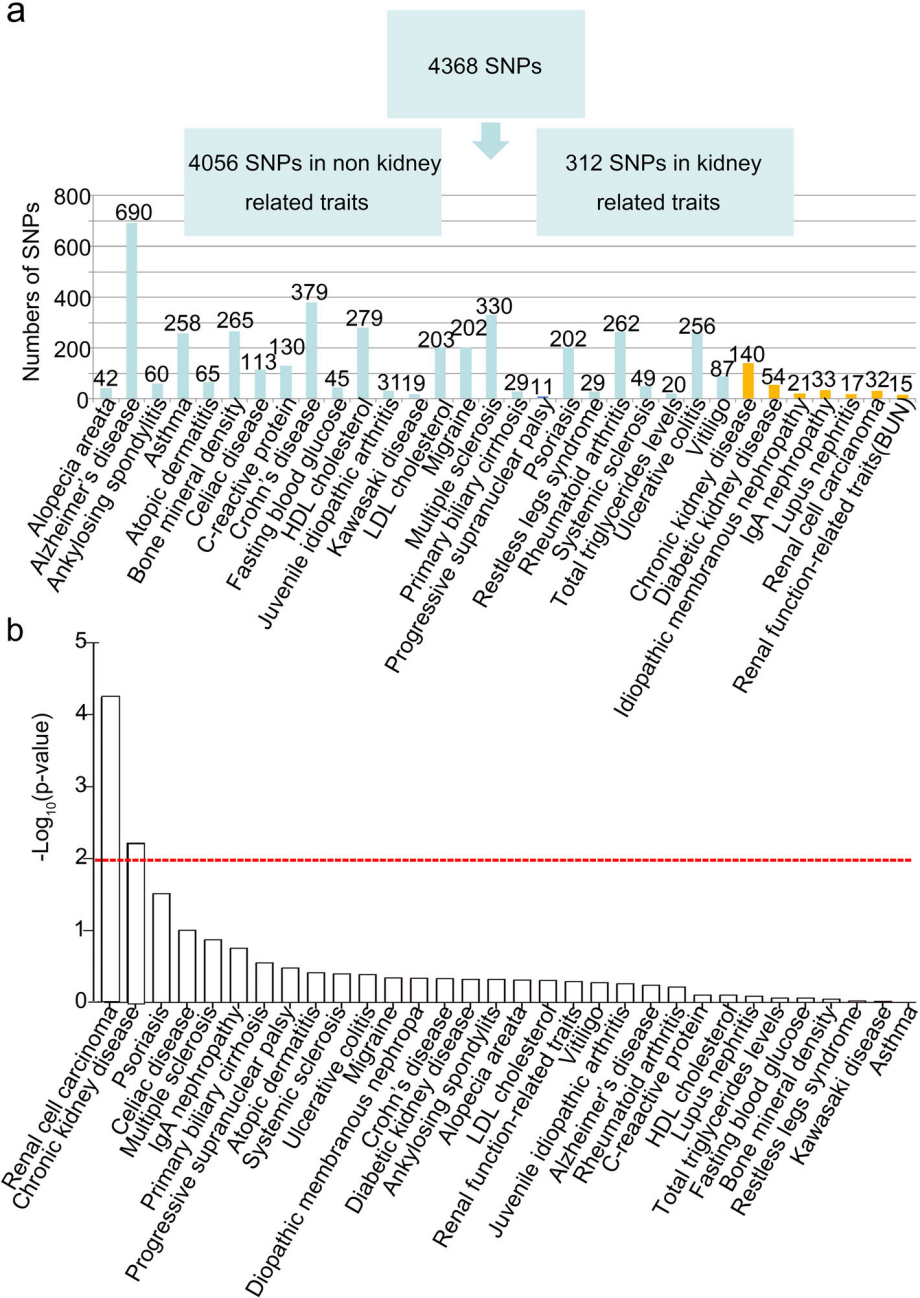
Discovery of functional SNPs for kidney related traits. **a** Number of GWAS SNPs for kidney and non-kidney-related traits. *Y*-axis represents the number of SNPs. Cyan bars represent non-kidney-related traits, and yellow bars represent kidney-related traits. **b** The enrichment level of GWAS SNPs at active enhancer for different traits. Red line: *p* value = 0.01

To further investigate the underlying role of disease-associated SNPs, we next searched for target genes of these functional SNPs in our chromatin contact map. We included lead SNPs as well as SNPs in linkage disequilibrium (*r*^2^ > 0.8, referred to as ldSNPs) for target gene hunting (Fig. 5a). 

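Tables S6 and S7 hold 333 different promoter SNPs, with hg19 positions. Of these, 132 lay in an H3K4me3 peak of replicate 1, which is 39.6% (95% Wilson interval, 34.5 to 45.0%), 77 in a peak of replicate 2 (23.1%, 18.9 to 27.9%) and 73 in peaks of both (21.9%, 17.8 to 26.7%). A peak of either replicate held 40.8% of the SNPs, and 87.1% had one when 1 kb was allowed on either side of the SNP. An H3K27ac peak held 158 of the SNPs in replicate 1 and 72 in replicate 2.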

Among the 5745 SNPs, 333 located at promoters (Additional file 3: Table S6 and Additional file 4: Table S7). For the 101 genes with SNPs at their promoters, 74.07% expressed at protein level in kidney tubules (Fig. 5b). The expression frequency was significantly higher than that in glomeruli (*p* = 0.0054). For example, rs6420094 that associated with CKD was located in the active promoter of SLC34A1 in our landscape (Fig. 5c). 

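rs6420094 lies at position 176817636 of chromosome 5 in GRCh37, between exons 8 and 9 of the 13 exons of the canonical SLC34A1 transcript, 6201 bp from the TSS of that transcript and 988 bp from the nearest annotated TSS of the gene. The reference reads ACGTGGAGACGACTCCAGAG before the position, A at it and TAGCGGGTGTTGCTCTAAGG after it. The SNP lay inside an H3K27ac peak of replicate 1, from 176815633 to 176818269, and 83 bp outside the nearest H3K27ac peak of replicate 2. The nearest H3K4me3 peak of replicate 1, from 176816132 to 176817454, ended 182 bp away, and that of replicate 2 was 4480 bp away. Its bin was therefore active enhancer in replicate 1 and without a mark when both replicates were required. With both replicates, an active enhancer region from 176816001 to 176817600 ended at the edge of that bin. Of the CRISPRi guides, the first lay in this region, 431 bp from the SNP, and the second overlapped the SNP, outside the region. In replicate 1 alone, an active promoter region ran from 176816201 to 176817400 beside the SNP, and the promoter class of SLC34A1 in that replicate was active promoter. SLC34A1 (ENSG00000131183) had an FPKM of 0.054 and 0.164 in the libraries.

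**Figure D2:**
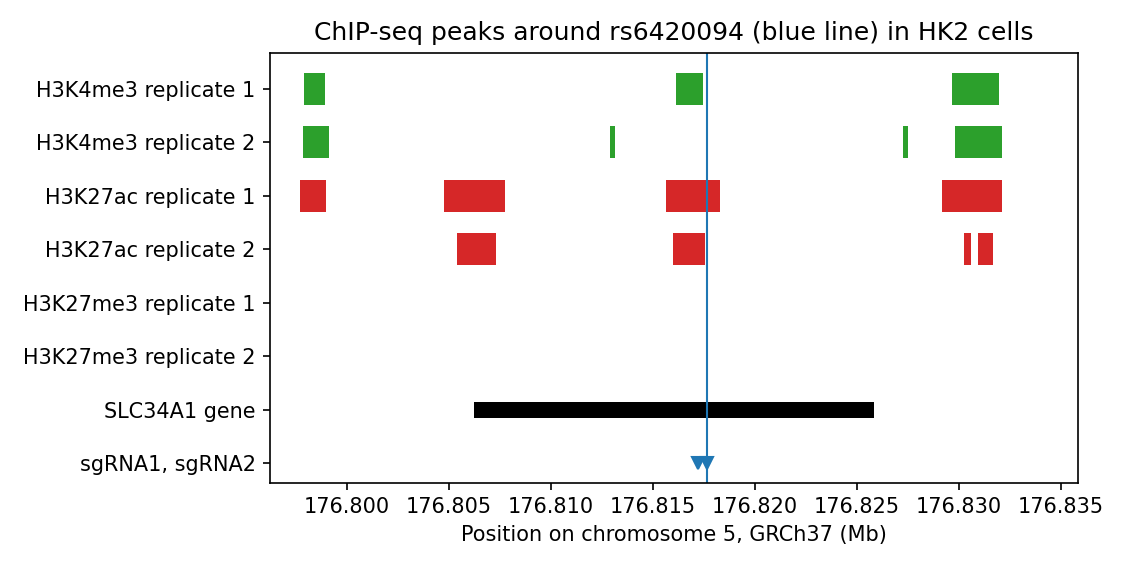
Peaks of each ChIP-seq replicate along chromosome 5 (x axis, position in Mb), with the SLC34A1 gene as a black bar, rs6420094 as a blue line and the CRISPRi guides as triangles. The line crosses the H3K27ac peak of replicate 1 and passes outside the H3K4me3 peak that ends 182 bp away.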

The expression of SLC34A1 was tubule specific, and its expression showed downregulation in chronic kidney disease (Additional file 1: Fig. S7a and Additional file 1: Fig. S7b). To validate the regulatory role of rs6420094 element on SLC34A1 transcription, we designed sgRNAs and use CRISPR interference (CRISPRi) [30] to inactivate the rs6420094 element. The results showed that silencing of the rs6420094 element reduced SLC34A1 expression significantly (Fig. 5d and Fig. 5e). To test the role of the target gene in kidney function, we used CRISPR/Cas9 to knock out SLC34A1 in zebrafish (Fig. 5f). The results showed that SLC34A1 knockout lead to kidney function defect in zebrafish as edema which was indication for kidney function defect in zebrafish (Fig. 5g). Electron microscope confirmed the kidney injury as loss of tubular brush-border and increased the space between tubules (Fig. 5h). The edema ratio decreased with overexpression of human SLC34A1 mRNA (Fig. 5i).

**Fig. 5:**
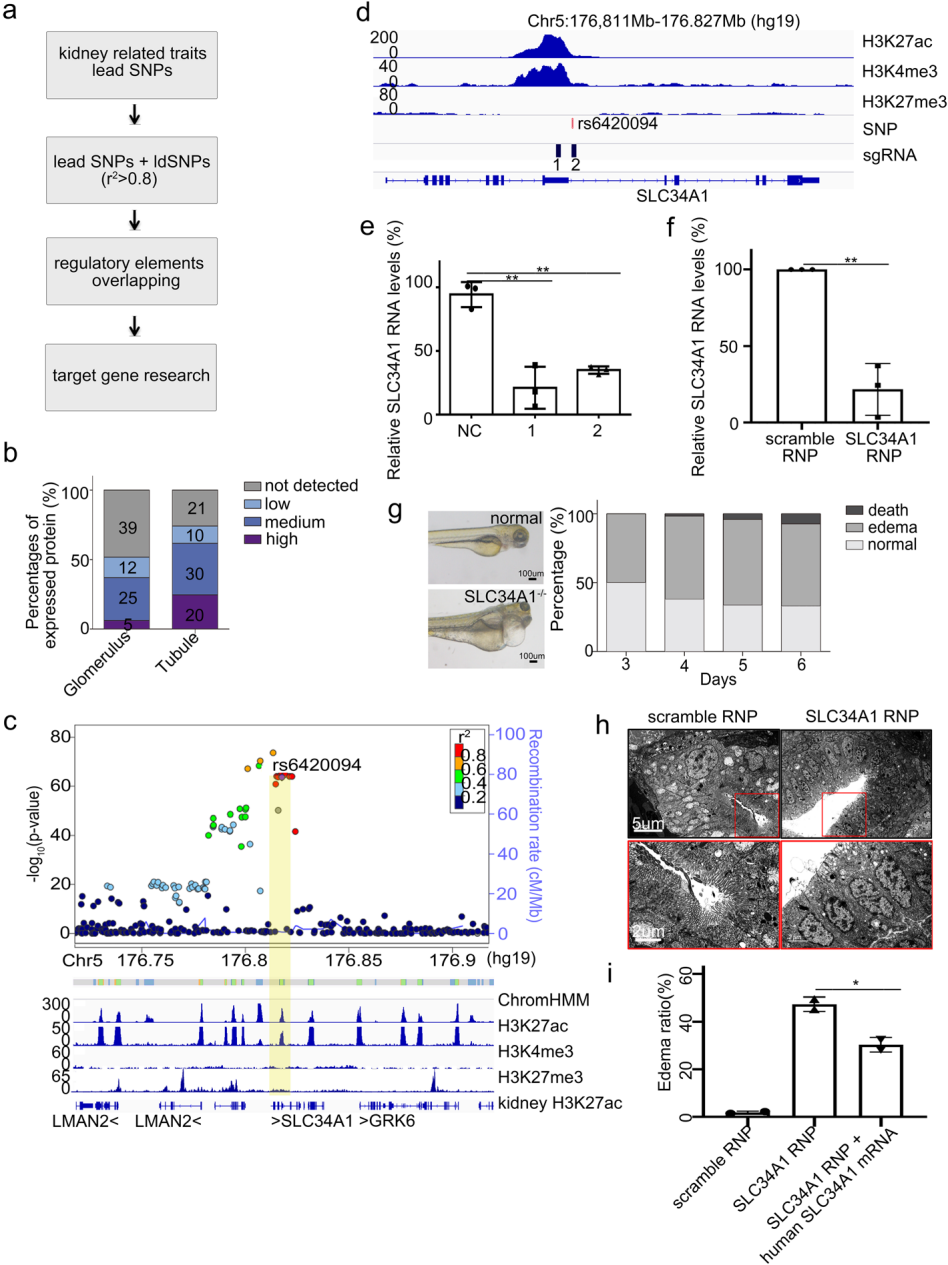
Identification of target genes for trait-associated SNPs in promoters. **a** Flowchart for the identification of target genes for kidney related traits. **b** The expression of target genes for SNPs overlapping with promoters in glomeruli and tubules. The expression categories are characterized based on immunochemistry results by Human Protein Atlas (HPA). The numbers represent the number of genes in each category. **c** Top: LocusZoom plot from CKD GWAS around the region of rs6420094. Bottom: epigenomic profile including ChromHMM, histone modifications in tubular cells, histone modification in kidney, and gene annotation track. Yellow bar highlights rs6420094. **d** Tracks of histone modifications, locations of risk SNP rs6420094 and sgRNAs designed to inactivate the element. **e** qPCR of SLC34A1 transcription with or without CRISPRi of the element. ** represents *p* value < 0.01. Each group was repeated three times. **f** qPCR of SLC34A1 transcription in zebrafish with RNP (sgRNA and CRISPR/Cas9 protein complex) of scramble, SLC34A1 sgRNA. Each group was repeated three times. **g** Left: representative figures show edema of SLC34A1^−/−^ zebrafish. Right: edema ratio of SLC34A1^−/−^ zebrafish at different days. **h** Electron microscope of kidney from zebrafish with scramble, SLC34A1 RNP. The red boxes (top) show increase space between tubules, and they are enlarged (bottom) to show the shed off of brush-border fragment. **i** Overexpression of human SLC34A1 mRNA partially rescue the edema. Each group were examined on two batches

In addition to functional SNPs at promoters, we also investigated SNPs overlapping with enhancers. We identified 669 target genes through our 3D network for 7 kidney-related traits (Additional file 5: Table S8 and Additional file 6: Table S9), including genes have been reported playing roles in CKD as CYP24A1 [31] or associated with RCC as CCND1 [32]. The expression of these identified HiChIP target genes was higher than reported genes at bulk transcription level in HK2 cells (Fig. 6a), at scRNA level in kidney proximal tubules (Additional file 1: Fig. S8) and at protein level in kidney tubule (Fig. 6b). 

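Table S8 names 317 HiChIP gene symbols for lead SNPs in enhancers, and 310 of them (97.8%) matched a protein-coding gene of the RNA-seq files. The comparison with reported genes was not analysed here, so these genes were compared with all 19335 other protein-coding genes. Mean log10(FPKM + 1) was 1.16 against 0.673, a difference of 0.488 (two-sided permutation test across genes, p = 1e-05, the smallest p the permutations can give), with 0.490 and 0.486 in the libraries. With all annotated genes in place of protein-coding genes, the difference moved most among the alternatives, to 0.894, and with genes of a mean FPKM of at least 0.1 it was 0.244. An active promoter was present in 265 of the 310 genes (85.5%), against 52.0% of all protein-coding genes. All active promoter genes together had a mean of 1.11. The HiChIP captured contacts at H3K27ac, an active mark, so higher expression than other protein-coding genes can follow from that selection. The difference therefore does not test whether these genes are the targets of the SNPs.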

As target genes associated with promoter SNPs, the target genes for enhancer SNPs also showed tubular biased expression, as with a significantly higher expression proportion in kidney tubule (81.9%) than in kidney glomerulus (56%) (Fig. 6c).

**Fig. 6.**
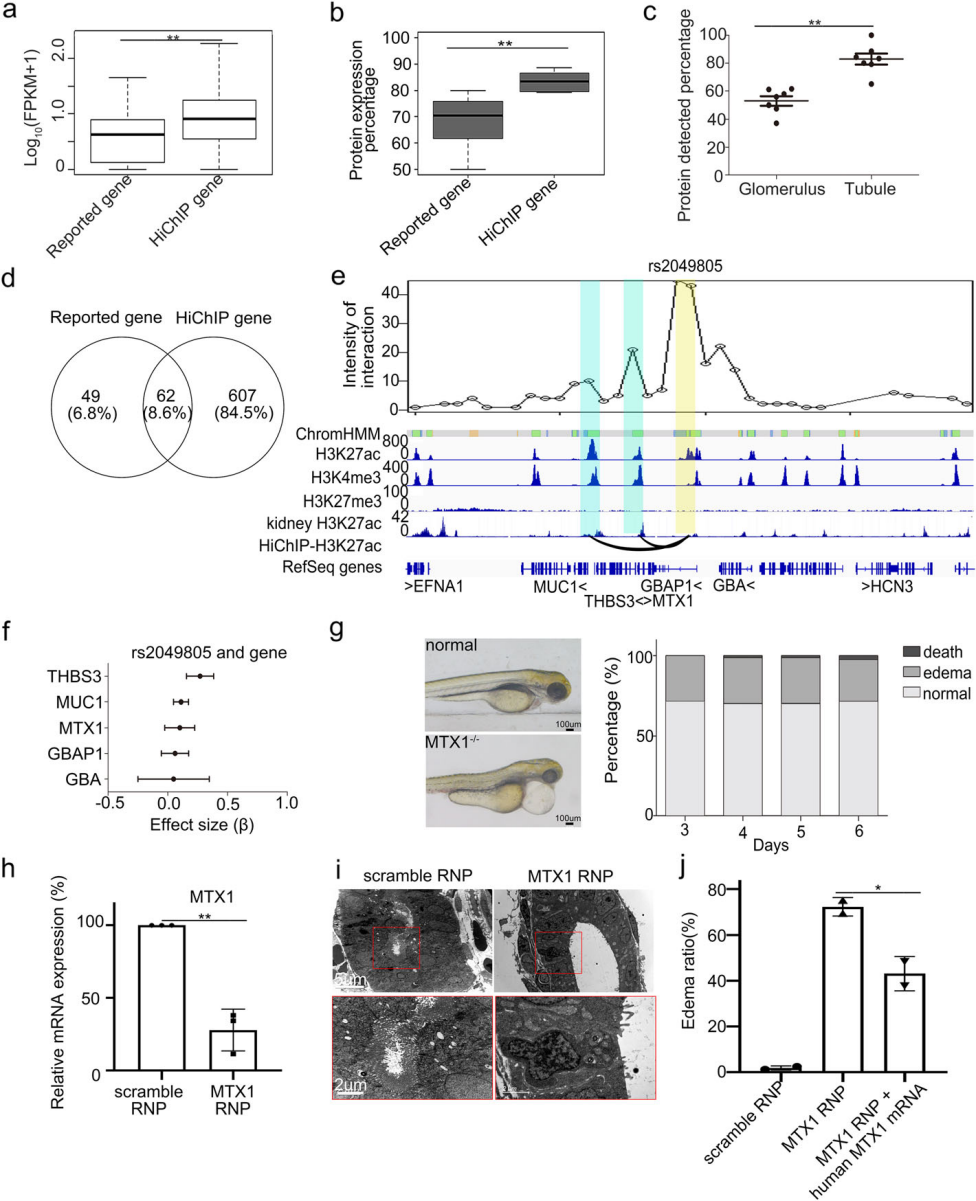
Identification of target genes for trait-associated SNPs overlapping with enhancers. **a** The transcription for reported and HiChIP genes in tubular cells. ** represents *p* value < 0.01. **b** The percentages of expressed genes in kidney tubules for reported and HiChIP genes based on protein levels from HPA. ** represent *p* value < 0.01. **c** The percentages of expressed genes for HiChIP genes in glomeruli or tubules based on protein levels from HPA. ** represents *p* value < 0.01. **d** Overlapping between HiChIP genes and reported genes. **e** Top: Virtual 4C of chromatin interaction around rs2049805. Bottom: epigenomic profile including ChromHMM, histone modifications in tubule cells, histone modification in kidney, chromatin interactions, and gene annotation track. Yellow bar highlights rs2049805 enhancer and anchor of virtual 4C. Blue bar highlights promoters interacted with rs2049805. **f** The effect size (*β*) of eQTL association between rs2049805 and THBS3, MUC1, MTX1, GBAP1, and GBA in tubulointerstitium. **g** Left: representative figures show edema of MTX1^−/−^ zebrafish. Right: edema ratio of MTX1^−/−^ zebrafish at different days. **h** qPCR of MTX1 transcription in zebrafish with RNP (sgRNA and CRISPR/Cas9 protein complex) of scramble, MTX1 sgRNA. Each group was repeated three times. **i** Electron microscope of kidney from zebrafish with scramble, MTX1 RNP. The red boxes (top) show increase space between tubules, and they are enlarged (bottom) to show the shed off of brush-border fragment. **j** Overexpression of human MTX1 mRNA partially rescue the edema. Each group was examined on two batches

In addition to previously reported genes based on genomic proximity, using our pipeline, we identified 607 new genes as targets for disease-associated variants (Fig. 6d). For example, rs2049805 which associated with renal function-related traits (BUN) was identified as active enhancer in our landscape (Fig. 6e). 

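rs2049805 lies at position 155194980 of chromosome 1 in GRCh37, in no annotated gene. The reference reads TTGTTACCAACCATACCCCA before the position, T at it and TATTCAAGGTCCTGCTTGTC after it. H3K27ac peaks held the SNP in both replicates, from 155191191 to 155198314 in replicate 1 and from 155194781 to 155197282 in replicate 2. The nearest H3K4me3 peak was 284 bp away in replicate 1 and 1587 bp away in replicate 2, so the bin was active enhancer in each replicate. The active enhancer region with both replicates ran from 155194801 to 155196600, and an active promoter region from 155196601 to 155197200 adjoined it. In replicate 1 alone, the enhancer region ran from 155194601 to 155195200. It lay between active promoter regions from 155193801 to 155194600 and from 155195201 to 155195600.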

The nearest gene of rs2049805 was GBAP1. We found three more genes THBS3, MTX1 and MUC1 were potential targets as their promoters interacted with the rs2049805 located enhancer. The role of rs2049805 on MUC1 has been reported and investigated previously [12, 33], confirming the accuracy of our discovery. By checking the eQTL profile, we found the eQTL effects of rs2049805 on both THBS3 and MTX1 were higher than that on GBAP1 (Fig. 6f). Both THBS3 and MTX1 were tubular-specifically expressed (Additional file 1: Fig. S9a), and the expressions were greatly downregulated in chronic kidney disease (Additional file 1: Fig. S9b). We then continued to examine the role of THBS3 and MTX1 by CRISPR/cas9 genomic editing in zebrafish. THBS3 knockout did not show phenotype change (data was not shown), probably because there was a compensatory effect between THBS homolog genes [34]. MTX1 knockout zebrafish showed kidney function injury (Fig. 6g–j). All these findings indicated that cell type-specific epigenetic landscape could contribute to the identification of cell type-specific functional variants and provided molecular annotation of the non-coding SNPs in disease association.

## Discussion

In this study, we integrated 1D and 3D epigenetic landscapes to leverage the annotation of disease-associated variants. Most of the GWAS hits locate at non-coding regulatory regions which play cell type-specific roles in genome function. For example, the obesity and type 2 diabetes-associated SNP rs9930506 is discovered to function as an enhancer only in brain [35], and the CKD-associated SNP rs11959928 is found as eQTL only in kidney tubule but not in glomeruli or the whole kidney [28]. Thus, it is of great significance to annotate GWAS hits in a cell type-specific way to understand the underlying mechanisms of the diseases. In this study, the epigenetic features in kidney tubule cells coordinated well with the specific expression pattern. Only genes with promoters marked by active epigenetic marks are highly expressed while promoters marked by repressive markers are not expressed at all. With this information, it is feasible to identify functional SNPs in certain tissue or cell type relevant for diseases. However, HK2 as a cell line representing kidney proximal tubule is not a perfect match of native kidney cells. The culture leads to loss of some biological features in vivo as endocrine functions [36]. The cell line seems to be suitable for study of some functions but not all the characteristics of proximal tubular cell. Further characterization of epigenetic landscape in native kidney cells is required for comprehensive investigation of the cell type-specific function of kidney disease risk SNPs.

eQTL analysis has been widely used to find associated genes for variants on the population level [37]. However, eQTL analysis requires a large sample size, and its application to a large amount of tissues and cell types is impeded. Epigenetic profiles generated on a few samples would provide enough information for cell type-specific genomic annotation. The two strategies can compensate for each other and produce valuable annotation of disease-associated variants. In this study, we identified target genes of rs2049805 based on one set of epigenetic landscape. The same result has been discovered by eQTL analysis in NephQTL [38], which is obtained using 166 samples. In addition to the advantage of reduced sample size, the epigenetic information as chromatin contact reveals the real regulatory target which interacts with each other physically, not only based on association relationships. This property would reduce the number of false positive in target gene identification. The high-resolution epigenetic analysis represents as an efficient and trustable tool for GWAS annotation.

Through the comprehensive epigenetic landscape, we can discover functional variant-target gene pairs. In this study, we identified risk-associated genes like SLC34A1 and MTX1. SLC34A1 is a sodium-phosphate transporter which is supposed to be important for the function of kidney tubules [39]. Loss-of-function mutation in protein-coding regions of SLC34A1 results in abnormal kidney function as renal Fanconi’s syndrome [40]. MTX1 is a mitochondrial outer membrane protein [41]. Loss of its homolog MTX2 leads to mitochondrial dysfunction [42]. The mammalian kidney tubule relies on abundant mitochondria to provide the energy required for constant reclamation [43]. Although the role of MTX1 in kidney is not clear yet, our CRISPR/cas9 editing zebrafish demonstrates MTX1 is indispensible for normal kidney function. Further investigation of the mechanism of these genes in kidney function would help us better understand the genetic risk of kidney disease.

In addition to SLC34A1 and MTX1, we also discovered genes which are indicated to be disease associated. CYP24A1, for example, is a novel target gene for rs17216707 and rs6127099 which associate with CKD. CYP24A1 is previously reported to regulate FGF-23 signaling and affected bone and mineral metabolism during the process of CKD [31]. For RCC, CCND1 has been discovered as a biomarker for clear cell renal cell carcinoma [32]. In this study, we found CCND1 is a target gene of rs4980785 and rs11263654 which are RCC-associated variants. This discovery provides interpretation to the potential role of SNPs rs4980785 and rs11263654 in RCC. Further investigation of these novel target genes and their regulatory SNPs would facilitate genetic detection of disease risk.

## Conclusions

We established a powerful pipeline to generate high-resolution epigenetic landscapes to functionally annotate GWAS hits in a cell type-specific way, and provided an informative resource for the functional annotation of genomic loci in kidney tubule cells. Most kidney diseases are complex diseases, which could be induced by alterations in various tissues or cell types. Application of this pipeline to other cell types in kidney with accumulation of epigenetic landscape in a broader range would provide more comprehensive understanding of kidney diseases.

## Methods

### Cell culture and treatment

Human kidney tubule epithelial cell culture HK2 cell line was purchased from ATCC and maintained in DMEM-F12 medium with 10% FBS (Gibco), 1% penicillin-streptomycin, and 0.05% DMSO at 37 °C in a 5% (v/v) CO_2_ humidified incubator.

### RNA-seq

Cells were harvested in Trizol (Invitrogen). The total RNA was enriched by depletion of rRNA. The library was constructed and sequenced by Vazyme Biotech Company.

### ChIP-seq

ChIP assays were performed as previously described [44]. In total, 0.5 million cells were used for each experiment. The chromatin was sheared on the Sonics VCX-130 with 15 s on and 30 s off for 12 cycles. Immunoprecipitation was performed using 3–5 μg of antibodies (H3K27ac, Abcam, ab4729; H3K27me3, diagenode, C15410069, H3K4me3, Abcam, ab8580). DNA was purified by DNA Clean & Concentrator-5 kit (ZYMO). Libraries were constructed as previously indicated [45], and sequenced on HiSeq4000.

### HiChIP

HiChIP was performed according to the published protocol [24], with the following modifications: 1 million cells were used for each sample; fixed and isolated nuclei were digested with MboI restriction endonuclease (NEB R0147S); after ligation, the nuclei with in situ-generated contacts were sheared on Sonics VCX-130 with 15 s on and 30s off for 4 cycles; the antibody to H3K27ac (Abcam, ab4729) was used for pull down. The samples were sequenced on an Illumina HiSeq4000 or used for qPCR.

### CRISPR deletion and interference

CRISPR/Cas9 method to generate deletion mutant in G0 zebrafish was performed as previously described [46]. The sgRNAs of SLC34A1, THBS3 and MTX1 were designed by ZiFiT Targeter (Version 4.2). The synthetic oligo strands of sgRNA were annealed, then constructed in the pDR274 vector and transcribed by T7 In Vitro Transcription Kit (TR101-01; Vazyme Biotech). Then, 1 μg/μl Cas9 protein (Novoprotein) and 800 ng/μl sgRNAs were mixed to generate Cas9 Ribonucleoprotein Complex (RNP) and incubated at 37 °C for 5 min, followed by microinjection into 1-cell stage embryos in the yolk. The sgRNAs were listed in Additional file 1: Table S4. Each sgRNA was examined with three replications.

Capped and poly(A) tailed mRNA transcription and rescue injection. Human MTX1 and SLC34A1 coding sequences were synthesized in TSINGKE Biological Technology, amplified, and cloned into pEASY T5 Blunt Zero kit (Transgene). The DNA templates were purified (DNA Clean and Concentrator-5, ZYMO Research) and in vitro transcribed (HiScribe T7 ARCA mRNA Kit, NEB). mRNA was purified using RNA Clean and Concentrator-25 (ZYMO Research). RNP and mRNA (25 ng/μl) mixture were microinjected into 1-cell stage embryos in the yolk. The primers for SLC34A1 are sense: 5′-ATGTTGTCCTACGGAGAGAGGC-3′, antisense: 5′-CTAGAGGCGGGTGGCATTG-3′, for MTX1 sense: 5′- ATGCTGCTCGGGGGACCC-3′, antisense: 5′-TCATTCCTCTTCATCCTCCTCAG − 3′. Each condition was tested on two batches, and each batch included over 100 zebrafish.

dCas9-KRAB-sgRNA plasmids were constructed by KeyGen BioTech. Each plasmid was transfected to HK2 cells by Lipo2000 (Invitrogen). Total RNA was extracted using Trizol reagent (Invitrogen). Real-time PCR data were calculated using the ∆∆CT method. Three replicates were carried out for each plasmid. sgRNAs were target for rs6420094 region 1 was 5′-TCCAGGGAAGCTATGCACCA-3′, and for region 2 was 5′-GGAGACGACTCCAGAGATAG-3′. Negative control, sgRNA1, and sgRNA2 were repeated three times.

### Transmission electron microscopy

Embryos were fixed in cold 3.75% glutaraldehyde for 12 h at 4 °C, and followed by standard procedure [47]. The specimens were examined and photographed with Hitachi 7500 TEM.

### Bioinformatics

#### RNA-seq analysis

RNA-seq analysis was performed as previously described [48]. The adaptors-trimmed and quality-filtered reads were mapped to hg19 using HISAT2 with default parameters. Transcript assembly was performed using Stringtie. Expression level estimation was reported as fragments per kilobase of transcript sequence per million mapped fragments (FPKM).

#### ChIP-seq analysis

The adaptors-trimmed and quality-filtered reads were aligned to the hg19 using Bowtie2 [49] with default parameters, and uniquely mapped reads were used for peak calling with MACS2 [50].

#### Chromatin segmentation and annotation

Chromatin was segmented and annotated using ChromHMM [51] based on three key histone modifications including H3K27ac, H3K27me3 and H3K4me3.

#### HiChIP analysis

HiChIP paired-end reads for each replication were aligned to hg19 genomes using the HiC-Pro pipeline [52] with default parameters to assign reads to MboI restriction fragments, filtered for valid pairs, and generated binned interaction matrices. The valid pairs for replicates were then combined for loop calling with Hichipper [53]. Chromatin interaction heatmap was generated with Juicebox [54] on valid pairs. Virtual 4C data was extracted with the Juicebox tool “dump.” The promoter-promoter, promoter-enhancer, and enhancer-enhancer interactions were annotated on Hichipper called interactions. Promoters were defined as 2 kb around RefSeq TSS of protein-coding. Enhancers were defined as active enhancer identified by ChromHMM.

#### GWAS analysis

GWAS SNPs were extracted from GWAS Catalog (downloaded 30 September 2018; https://www.ebi.ac.uk/gwas/). We chose non-kidney-related traits the same as Farh et al. [3]. Kidney-related traits with more than 15 known trait-associated SNPs were kept. CKD SNPs were collected from GWAS Catalog overlapping with CKDGen Consortium studies (downloaded 24 April 2019; http://ckdgen.imbi.uni-freiburg.de/) not on diabetes. The coordinations of SNPs were lift over to hg19 with UCSC tools.

GWAS hit bootstrap enrichment analysis was performed as follows. For each trait, the numbers of SNPs were counted as “*N*_trait_.” The SNPs were then intersected with one chromatin category and the number of overlapped SNPs was “*N*_trait-o_.” We then randomly selected “*N*_trait_” SNPs from the total SNP pool of all traits and the number of these SNPs overlapping the same category was “*N*_radom-o_.” The procedures were repeated 5000 times to obtain the distribution of *N*_radom-o_ which was a normal distribution. The *p* vaule of *N*_trait_ was calculated based on the normal distribution of *N*_radom-o_ with pnorm in *R*.

#### Other data resource

eQTL information was obtained from NephQTL [55] (http://nephqtl.org/searchResult). The 95% confidence interval was calculated as *beta*±*beta*/*t*-statistics*t_0.975 _(here *t*0.975 = 1.974).

scRNA-seq of human kidneys were from three studies [56–58]. The gene expression matrix was generated in Seurat with parameters provided in the reference or default parameters. Genes with average expression in proximal tubular cell type greater than 0 were characterized as expressed genes.

Gene expression at protein level for tubule or glomeruli was obtained from Human Protein atlas [59] (https://www.proteinatlas.org/) or Nephroseq (https://www.nephroseq.org).

### Statistics

The following statistical tests were performed or otherwise described in bioinformatics analysis: two-tailed Student *t* test (Fig. 2a, Fig. 2c, Fig. 2e, Fig. 3d, Fig. 3e, Fig. 5e, Fig. 5f, Fig. 6a, Fig. 6b, Fig. 6c, Fig. 6h, Fig. S5b), Fisher’s exact test (Fig. 5i and Fig. 6j), and pnorm in *R* (Fig. 4b, Fig. S6).

## Supplementary Information

**Additional file 1: Fig. **Correlation of replications for histione modifications ChIP-seq. **Fig. S2.** Histone modifications and RNA tracks for HK2 cell line and whole kidney. **Fig. S3.** Histone modification tracks at DAB2 enhancer. **Fig. S4.** Immunochemistry of NUDT7, VAT1L, CLEC3A and WWOX in kidney tubule from Protein atlas. **Fig. S5.** Quality control of H3K27ac-HiChIP. **Fig. S6.** Enrichment of GWAS hits in regulatory elements. **Fig. S7.** Expression of SLC34A1 in human kidney. **Fig. S8.** Expression of HiChIP genes and reported genes in scRNA-seq. **Fig. S9.** Expression levels of THBS3 and MTX1 in human kidney. **Table S1.** Statistics of ChIP-seq. **Table S2.** Statistics of HiChIP. **Table S3.** Numbers of GWAS SNPs overlapping with regulatory elements for kidney related traits. **Table S4.** sgRNAs for CRISPR/Cas9.

**Additional file 2: Table S5.** Enhancers which located at the SNPs of kidney diseases distributed in different tissues.

**Additional file 3: Table S6.** Identified target genes for lead SNPs of kidney related traits GWAS overlapping with promoters.

**Additional file 4: Table S7.** Identified target genes for ldSNPs of kidney related traits GWAS overlapping with promoters.

**Additional file 5: Table S8.** Identified target genes for lead SNPs of kidney related traits GWAS overlapping with enhancers.

**Additional file 6: Table S9.** Identified target genes for ldSNPs of kidney related traits GWAS overlapping with enhancers.

**Additional file 7.** The individual data values used in the figure.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files and publicly available repositories. RNA-seq, ChIP-seq, and HiChIP-seq data used in this study have been deposited in the GEO database under the accession codes GSE147646 [60]. For figures with *n* less than 6, all individual data values are provided in Additional file 7.

## Abbreviations

GWAS: genome-wide association studies
REMC: Roadmap Epigenome Mapping Consortium
4C-seq: circular chromatin conformation capture
Hi-C: High-throughput chromosome conformation capture
HiChIP: In situ Hi-C followed by chromatin immunoprecipitation
RCC: Renal cell carcinoma
CKD: Chronic kidney disease
eQTL: Expression quantitative trait loci

# Supplementary material for: Chromatin architecture reveals cell type-specific target genes for kidney disease risk variants
**Source:** BMC Biol. 2021 Feb 24;19:38. doi: 10.1186/s12915-021-00977-7
**Supplement:** Supplementary file 1 — Additional file 1: Fig. Correlation of replications for histione modifications ChIP-seq. Fig. S2. Histone modifications and RNA tracks for HK2 cell line and whole kidney. Fig. S3. Histone modification tracks at DAB2 enhancer. Fig. S4. Immunochemistry of NUDT7, VAT1L, CLEC3A and WWOX in kidney tubule from Protein atlas. Fig. S5. Quality control of H3K27ac-HiChIP. Fig. S6. Enrichment of GWAS hits in regulatory elements. Fig. S7. Expression of SLC34A1 in human kidney. Fig. S8. Expression of HiChIP genes and reported genes in scRNA-seq. Fig. S9. Expression levels of THBS3 and MTX1 in human kidney. Table S1. Statistics of ChIP-seq. Table S2. Statistics of HiChIP. Table S3. Numbers of GWAS SNPs overlapping with regulatory elements for kidney related traits. Table S4. sgRNAs for CRISPR/Cas9.

Additional file 1:

**Fig. S1** Correlation of replications for histione modifications ChIP-seq.

**Fig. S2** Histone modifications and RNA tracks for HK2 cell line and whole kidney.

**Fig. S3** Histone modification tracks at DAB2 enhancer.

**Fig. S4** Immunochemistry of NUDT7, VAT1L, CLEC3A and WWOX in kidney tubule from Protein atlas.

**Fig. S5** Quality control of H3K27ac-HiChIP.

**Fig. S6** Enrichment of GWAS hits in regulatory elements.

**Fig. S7** Expression of SLC34A1 in human kidney.

**Fig. S8** Expression of HiChIP genes and reported genes in scRNA-seq.

**Fig. S9** Expression levels of THBS3 and MTX1 in human kidney.

**Table S1** Statistics of ChIP-seq.

**Table S2** Statistics of HiChIP.

**Table S3** Numbers of GWAS SNPs overlapping with regulatory elements for kidney related traits.

**Table S4** sgRNAs for CRISPR/Cas9.

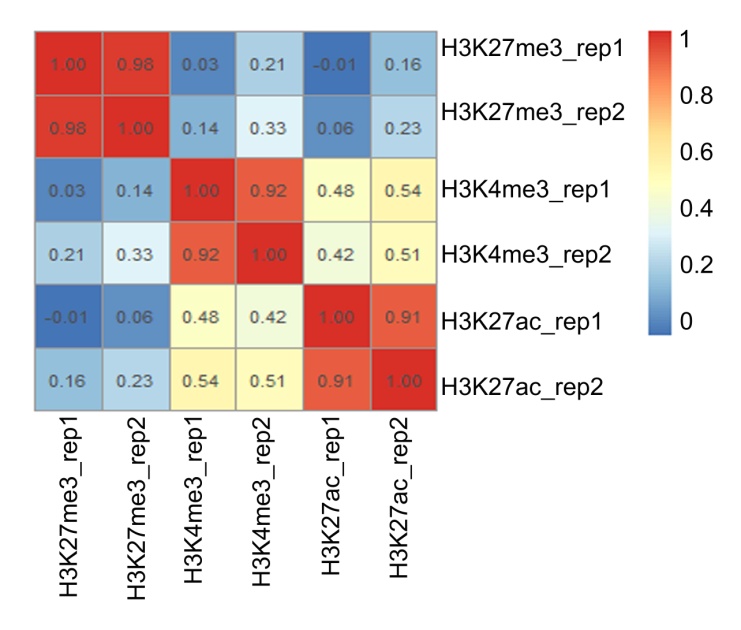

**Fig. S1** Correlation of replications for histione modifications ChIP-seq.

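Replicates were also compared by the overlap of their peaks, by at least 1 bp on the main chromosomes. For H3K4me3, 58.9% of the 28615 peaks of replicate 1 overlapped a peak of replicate 2, and 24.5% of the 73505 peaks of replicate 2 overlapped one of replicate 1. For H3K27ac the shares were 44.1% of 57687 peaks and 97.4% of 38554 peaks, and for H3K27me3 32.9% of 45858 and 67.0% of 32639. Peaks found in both replicates were wider: for H3K4me3 replicate 2, the median width was 1240 bp for overlapping peaks and 380 bp for the others.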

**
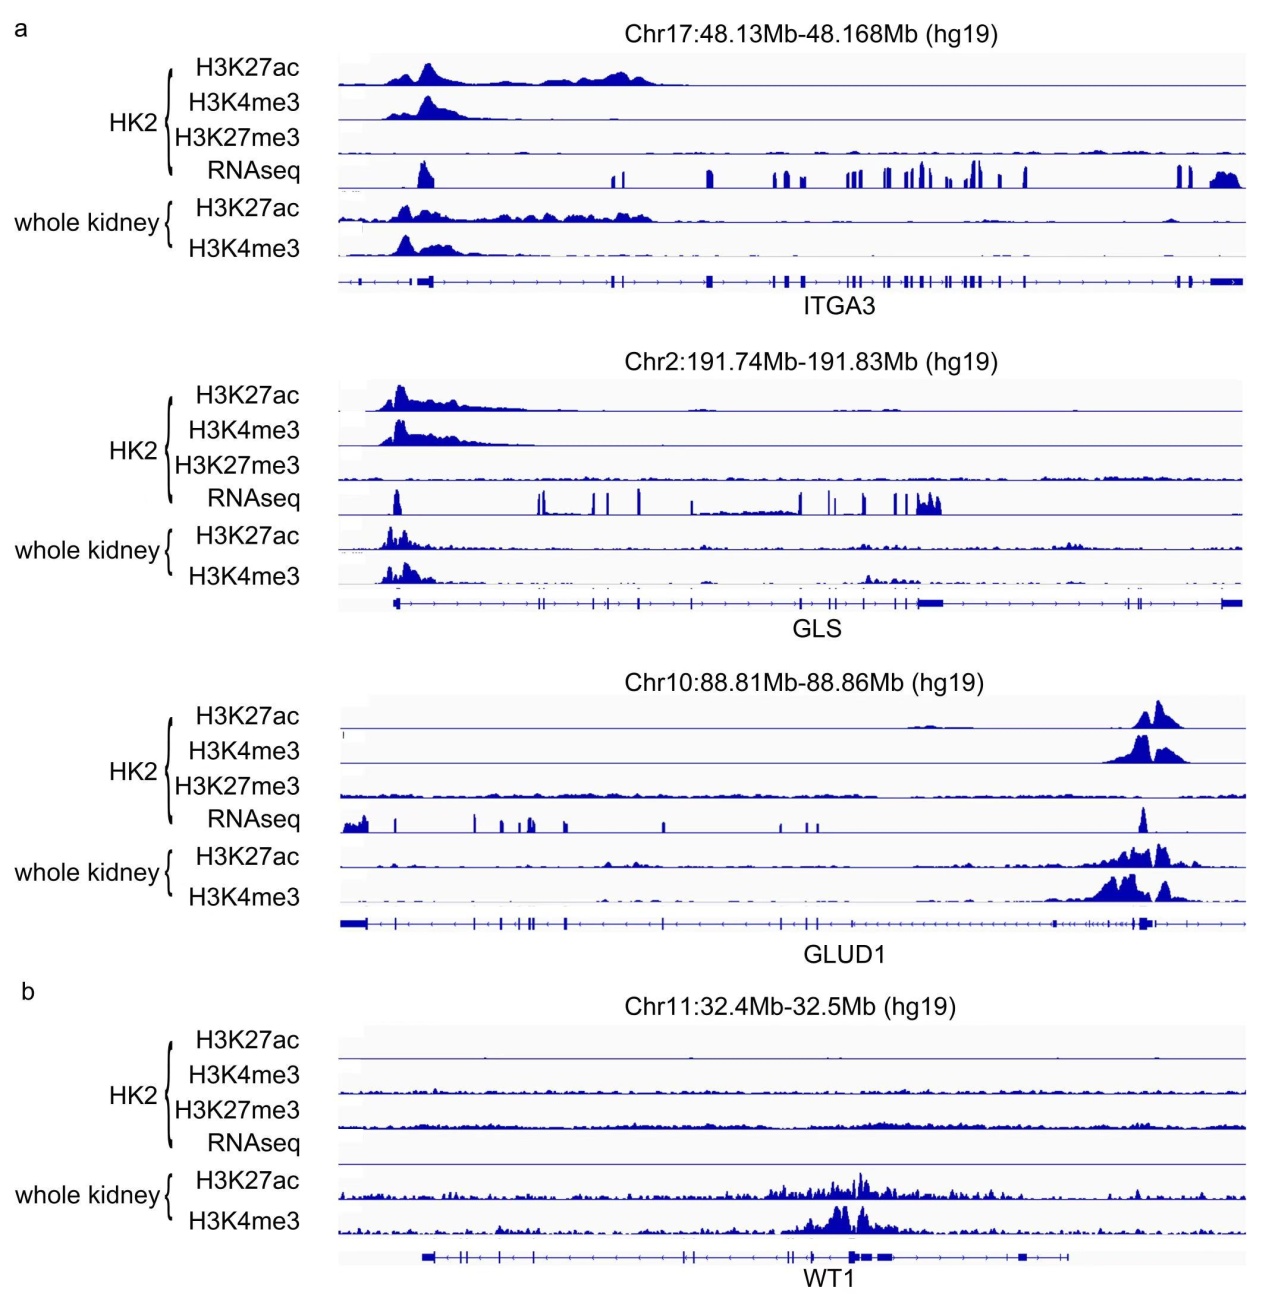
Fig. S2** Histone modifications and RNA tracks for HK2 cell line and whole kidney. (a) Histone modification and RNA tracks for tubular feature genes ITGA3, GLS and GLUD1. (b) Histone modification and RNA tracks for glomeruli feature genes WT1.

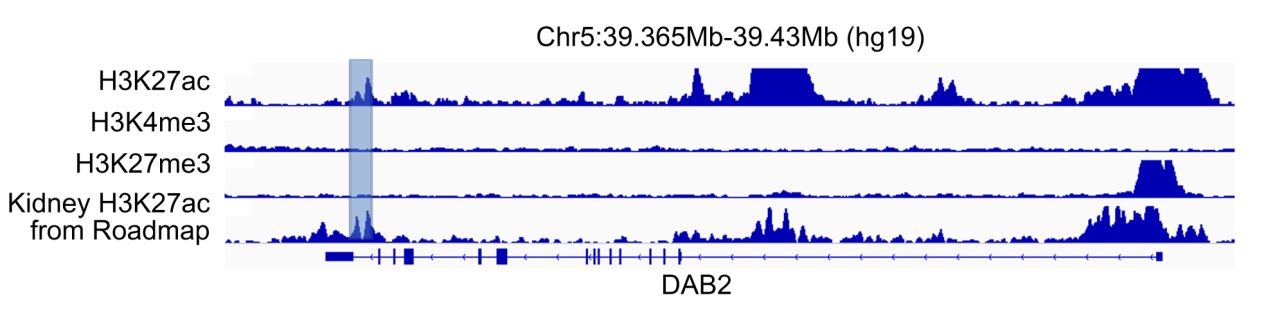

**Fig. S3** Histone modification tracks at DAB2 enhancer. Blue block highlights the location of the enhancer.

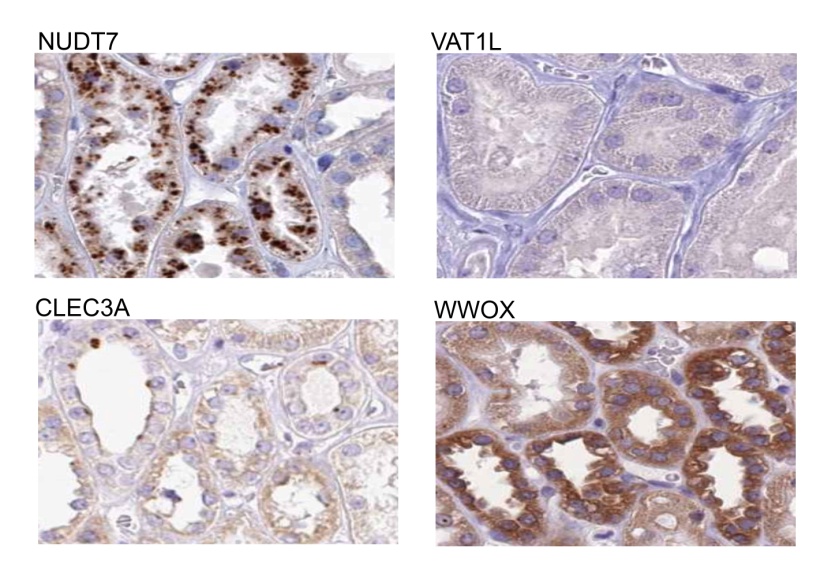

**Fig. S4** Immunochemistry of NUDT7, VAT1L, CLEC3A and WWOX in kidney tubule from Protein atlas.

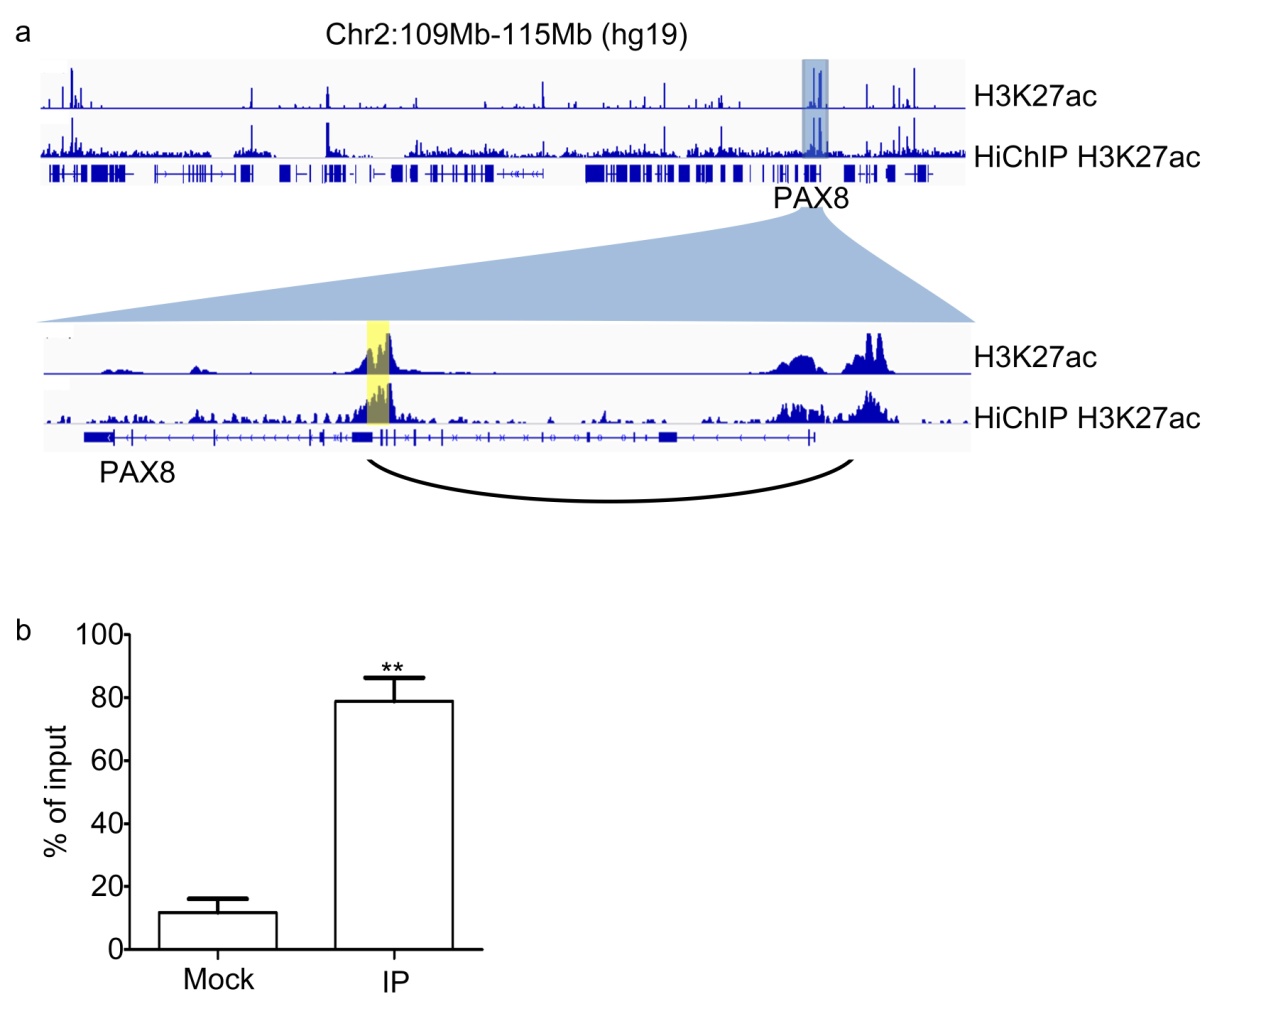

**Fig. S5** Quality control of H3K27ac-HiChIP. (a) Tracks for H3K27ac ChIP-seq results and H3K27ac-HiChIP 1D signal. The blue block highlights the region which is enlarged at the bottom. Yellow block highlights the anchor which is tested in b. (b) ChIP-qPCR of H3K27ac-HiChIP sample at an anchor in PAX8 loci (highlighted in yellow block in (a). Mock: without H3K27ac antibody; IP: with H3K27ac antibody. n = 3.

**
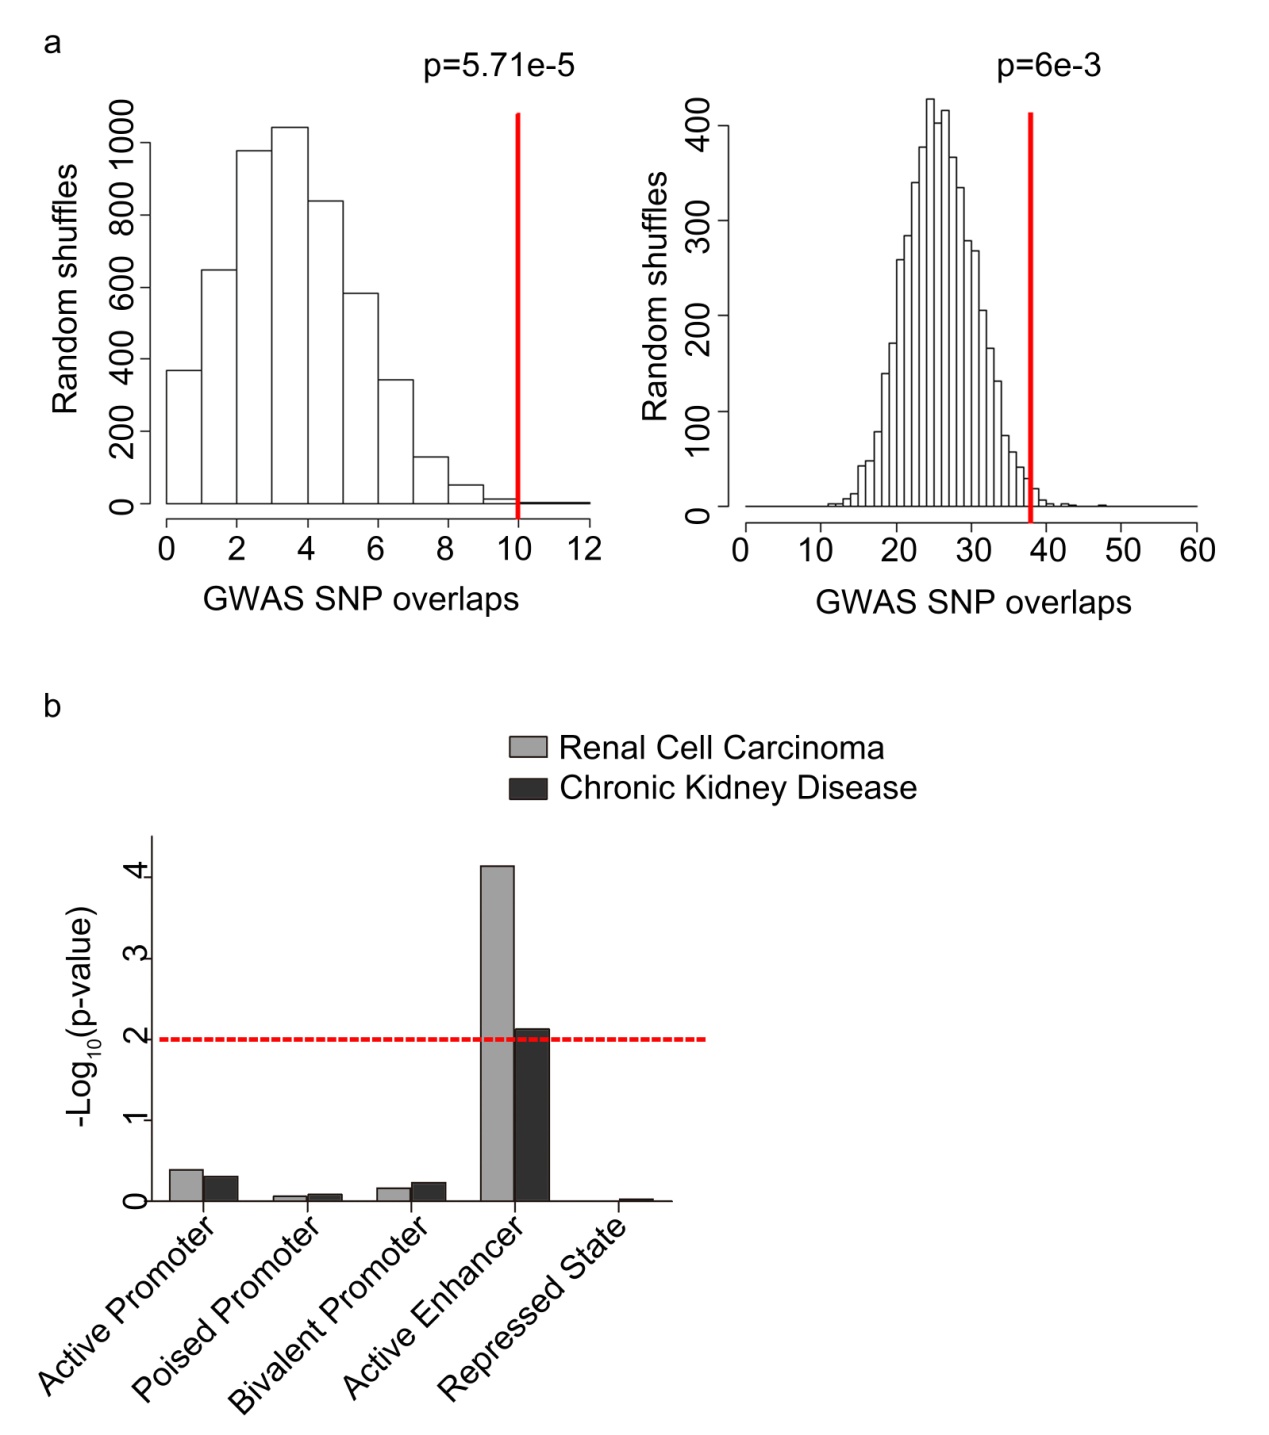
Fig. S6** Enrichment of GWAS hits in regulatory elements. (a) The distribution of the numbers of randomly selected SNPs overlapping with active enhancers in HK2 cells. Red lines highlight the number of disease associated SNPs overlapping active enhancer for renal cell carcinoma (left) and chronic kidney disease (right). (b) The enrichment of disease associated SNPs on different types of regulatory elements in HK2 cells. Red dash line highlights p-value=0.01.

**
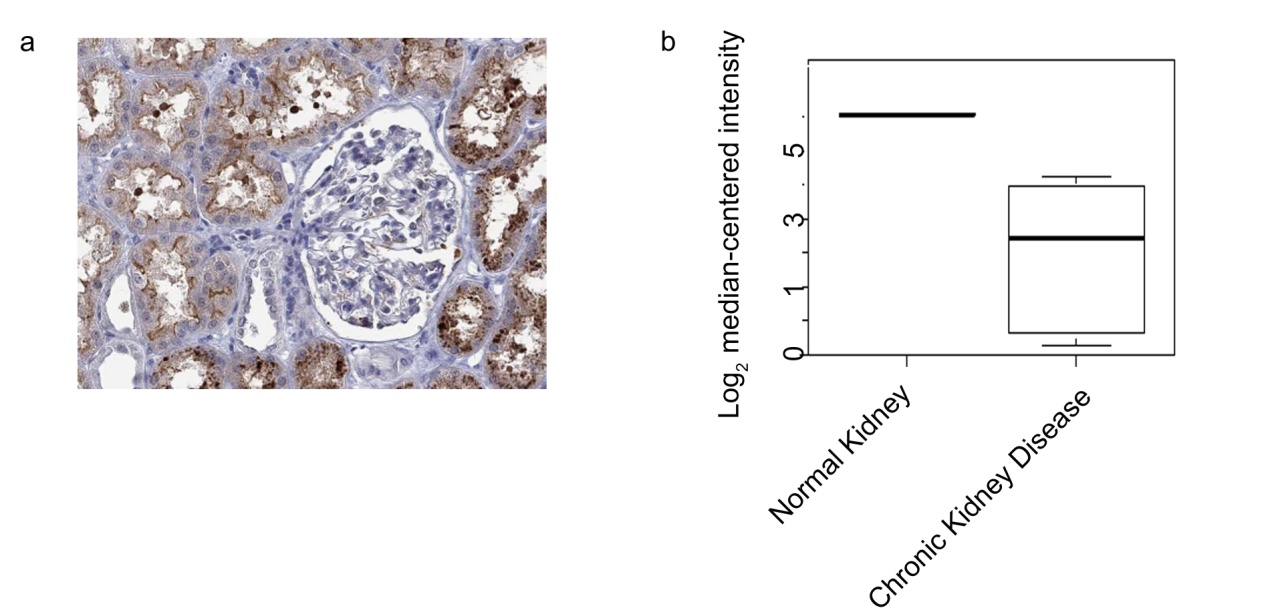
Fig. S7** Expression of SLC34A1 in human kidney. (a) Immunochemistry of SLC34A1 shows strong expression in kidney tubules (from Human Protein Atlas). (b) Transcription of SLC34A1 in kidney for normal and chronic kidney disease biopsy (from Nephroseq). n (Normal Kidney) =3, n (Chronic Kidney Disease) =5.

**
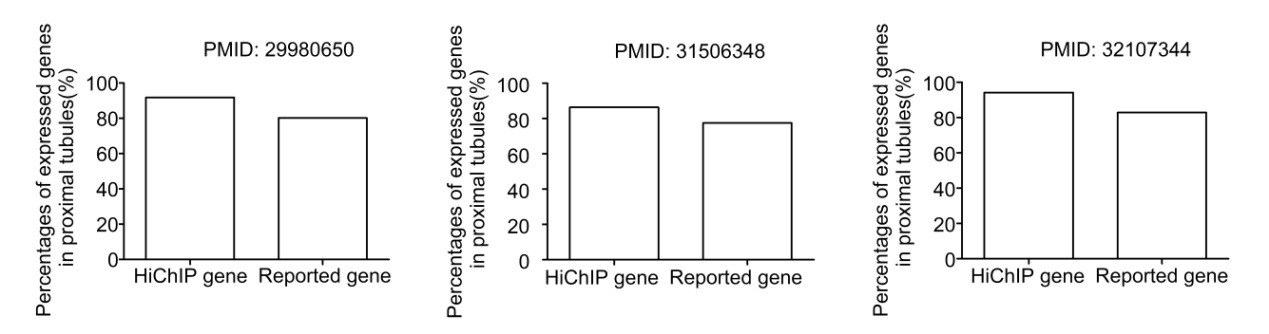
Fig. S8** SLC34A1 and MTX1 are required for kidney function in zebrafish. HiChIP genes express more often than reported genes in proximal tubular cell in three kidney scRNA-seq studies.

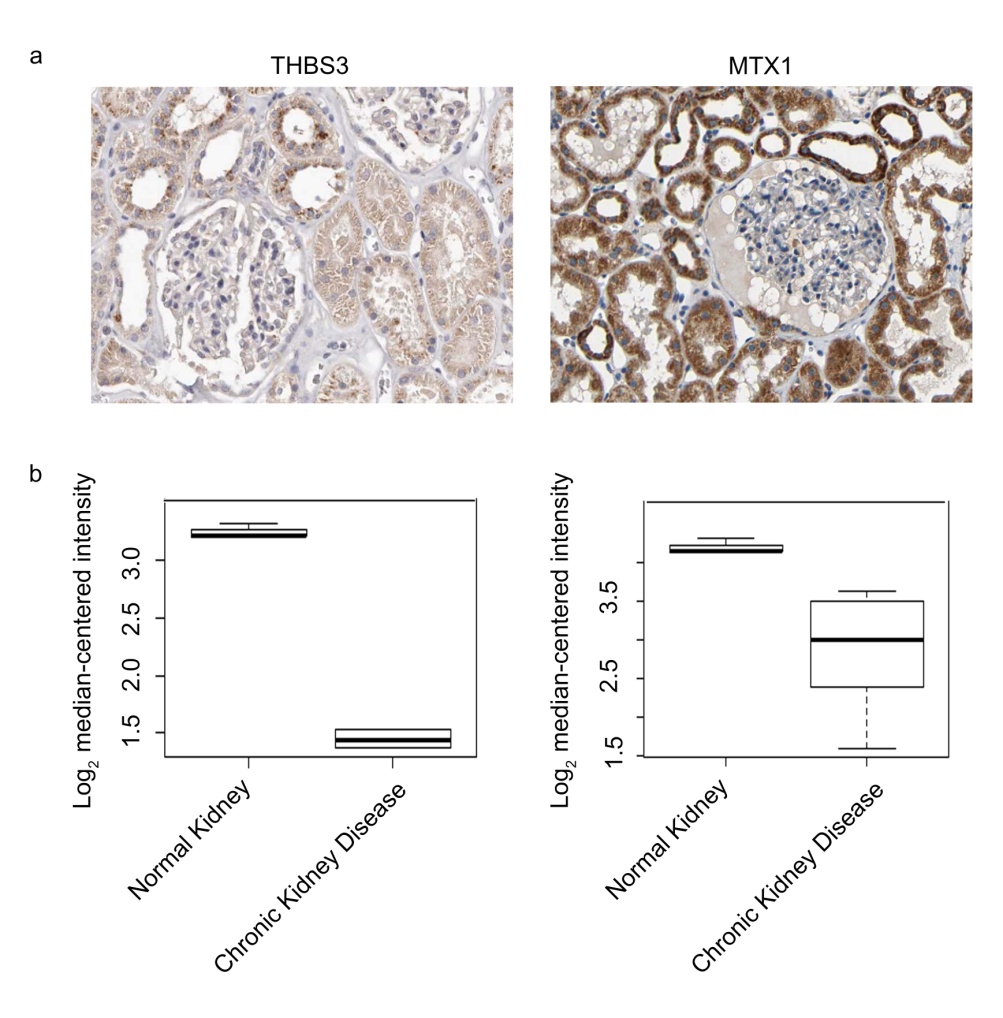

**Fig. S9** Expression levels of THBS3 and MTX1 in human kidney. (a) The protein expression of THBS3, and MTX1 in kidney from Protein atlas. (b) Transcription of THBS3, and MTX1 in kidney for normal and chronic kidney disease from Nephroseq in Nakagawa CKD Kidney study validation set group. n (Normal Kidney) =3, n (Chronic Kidney Disease) =5.

**Table S1** Statistics of ChIP-seq.

Sequence depth and FRiP of histone ChIP-seq. FRiP: fraction of all mapped reads that fall into peak regions.

|  | Total read pairs | Aligned read pairs | FRiP |
| --- | --- | --- | --- |
| H3K27ac_rep1 | 57019697 | 40550340 | 0.769 |
| H3K27ac_rep2 | 47884317 | 37398311 | 0.133 |
| H3K27me3_rep1 | 81366771 | 63371212 | 0.05 |
| H3K27me3_rep2 | 65143476 | 37857952 | 0.054 |
| H3K4me3_rep1 | 71010708 | 57519130 | 0.328 |
| H3K4me3_rep2 | 40562489 | 25656120 | 0.186 |

**Table S2** Statistics of HiChIP.

|  | HiChIP_H3K27ac_rep1 | | HiChIP_H3K27ac_rep2 | |
| --- | --- | --- | --- | --- |
| Total_pairs_processed | 249979214 | 100% | 283114204 | 100% |
| Unmapped_pairs | 7170057 | 2.87% | 7453364 | 2.63% |
| Low_qual_pairs | 0 | 0 | 0 | 0 |
| Unique_paired_alignments | 183414094 | 73.37% | 204920622 | 72.38% |
| Multiple_pairs_alignments | 28741720 | 11.50% | 31045065 | 10.97% |
| Pairs_with_singleton | 30653343 | 12.26% | 39695153 | 14.02% |
| Low_qual_singleton | 0 | 0 | 0 | 0 |
| Unique_singleton_alignments | 0 | 0 | 0 | 0 |
| Multiple_singleton_alignments | 0 | 0 | 0 | 0 |
| Reported_pairs | 183414094 | 73.37% | 204920622 | 7238.10% |
| Valid_interaction_pairs | 154941557 | 61.98% | 168353100 | 59.46% |
| Valid_interaction_pairs_FF | 38442470 | 15.38% | 41685847 | 14.72% |
| Valid_interaction_pairs_RR | 38626935 | 15.45% | 41812788 | 14.77% |
| Valid_interaction_pairs_RF | 38639290 | 15.46% | 41557148 | 14.68% |
| Valid_interaction_pairs_FR | 39232862 | 15.69% | 43297317 | 15.29% |
| Dangling_end_pairs | 6500437 | 2.60% | 10240472 | 3.62% |
| Religation_pairs | 2565695 | 1.03% | 4531026 | 1.60% |
| Self_Cycle_pairs | 210822 | 0.08% | 214651 | 0.08% |
| Single-end_pairs | 0 | 0.00% | 0 | 0.00% |
| Dumped_pairs | 19195583 | 7.68% | 21581373 | 7.62% |

**Table S3** Numbers of GWAS SNPs overlapping with regulatory elements for kidney related traits.

|  | active promoter | poised promoter | bivalent promoter | active enhancer | repressed state |
| --- | --- | --- | --- | --- | --- |
| Chronic kidney disease | 12  (8.57%) | 4  (2.86%) | 1  (0.71%) | 26  (18.57%) | 26  (18.57%) |
| Diabetic kidney disease | 0  (0.00%) | 0  (0.00%) | 0  (0.00%) | 6  (11.11%) | 10  (18.52%) |
| Idiopathic membranous nephropathy | 4  (19.05%) | 3  (14.29%) | 0  (0.00%) | 3  (14.29%) | 8  (38.10%) |
| IgA nephropathy | 5  (15.15%) | 2  (6.06%) | 0  (0.00%) | 5  (15.15%) | 11  (33.33%) |
| Lupus nephritis in systemic lupus erythematosus | 1  (5.88%) | 0  (0.00%) | 0  (0.00%) | 1  (5.88%) | 4  (23.53%) |
| Renal cell carcinoma | 2  (6.25%) | 0  (0.00%) | 0  (0.00%) | 10  (31.25%) | 2  (6.25%) |
| Renal function-related traits (BUN) | 2  (13.33%) | 2  (13.33%) | 0  (0.00%) | 2  (13.33%) | 5  (33.33%) |

**Table S4** sgRNAs for CRISPR/Cas9.

| SLC34A1_sgRNA_1 | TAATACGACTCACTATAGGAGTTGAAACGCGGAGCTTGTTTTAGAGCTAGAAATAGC |
| --- | --- |
| SLC34A1_sgRNA_2 | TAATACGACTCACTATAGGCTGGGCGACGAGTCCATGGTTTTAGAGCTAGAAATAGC |
| SLC34A1_sgRNA_3 | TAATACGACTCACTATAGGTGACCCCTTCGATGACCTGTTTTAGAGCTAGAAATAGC |
| SLC34A1_sgRNA_4 | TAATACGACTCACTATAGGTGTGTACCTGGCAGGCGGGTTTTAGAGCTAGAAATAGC |
| THBS3_sgRNA_1 | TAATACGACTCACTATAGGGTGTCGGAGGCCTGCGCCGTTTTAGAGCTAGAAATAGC |
| THBS3_sgRNA_2 | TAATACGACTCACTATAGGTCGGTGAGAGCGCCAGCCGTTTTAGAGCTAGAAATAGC |
| THBS3_sgRNA_3 | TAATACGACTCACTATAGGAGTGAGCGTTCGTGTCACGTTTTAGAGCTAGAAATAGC |
| THBS3_sgRNA_4 | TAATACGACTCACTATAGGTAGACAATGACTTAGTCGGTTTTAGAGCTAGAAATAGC |
| MTX1_sgRNA_1 | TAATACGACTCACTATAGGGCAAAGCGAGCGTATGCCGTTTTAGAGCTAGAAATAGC |
| MTX1_sgRNA_2 | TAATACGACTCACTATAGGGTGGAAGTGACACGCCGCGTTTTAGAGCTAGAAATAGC |
| MTX1_sgRNA_3 | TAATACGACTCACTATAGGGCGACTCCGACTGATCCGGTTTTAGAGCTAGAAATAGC |
| MTX1_sgRNA_4 | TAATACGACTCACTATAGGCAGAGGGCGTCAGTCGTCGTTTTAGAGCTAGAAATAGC |

How the deposited data were processed for this re-analysis (not part of the article)

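Histone marks and RNA were measured in HK2 cells under 1 condition, so the comparisons are between classes of genes and not between treatments. ChIP-seq of H3K4me3, H3K27ac and H3K27me3 had 2 replicates of each mark, and RNA-seq had 2 libraries. Input DNA and HiChIP samples were not analysed here. For ChIP-seq, the authors aligned reads to hg19 with Bowtie2 and called peaks with MACS2 in each replicate, and the 6 deposited lists give 3 columns per peak, the chromosome and the limits, with no score. The read depth behind a single peak is therefore unknown, and the aligned read pairs per replicate are those of the paper's Table S1. For RNA-seq, the authors mapped reads with HISAT2 and deposited FPKM and TPM per transcript from StringTie 1.3.3, together with a coverage value. The paper names hg19 for the mapping, while the headers and coordinates of the deposited FPKM values are those of GENCODE version 27 on GRCh38. No coordinate of that build was used with the peaks, and genes were joined by Ensembl identifier without its version.

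Of 58288 genes in the RNA-seq data, 55822 matched the GENCODE version 44 annotation mapped to GRCh37, from which TSS positions, gene types and coordinates were taken. Peaks on the 24 chromosomes 1 to 22, X and Y were kept. Bins, chromatin categories, promoter classes and nearest genes were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and numba 0.67.0, and Fisher's exact test and rank correlations with scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. The categories follow fixed rules on bins and are not the paper's ChromHMM states. Expression was tested as log10(FPKM + 1), where the pseudocount of 1 compresses differences among genes of low FPKM. FPKM is not a count, so no count model was used.

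Classes were compared by permuting genes between them, two-sided, with the smallest possible p at 1e-05. Neighbouring genes are not independent, so expression was also rotated along the gene order as an alternative for the comparisons of promoter classes, of the nearest genes of enhancers and repressed regions, of successive distance classes and of HiChIP genes. The rotation was not applied to the distance difference among active promoter genes or to the difference by H3K4me3 breadth, whose p treats genes as independent. Genes are not replicates, and a p describes these libraries. The permutation test was checked on draws from the 19645 genes, in 200 runs of 2000 resamples with a shift of 0.1 added to 1 class. With class sizes near those of the comparison of enhancers at 20 to 200 kb with those over 200 kb, it called 4.5% of runs without a shift and 93.0% with it. With sizes near those of the distance comparison among active promoter genes, it called 5.5% and 76.5%. The draws took genes at random and put no gene in both classes. In the data, a gene could be in both, neighbouring genes are not independent, and the latter comparison used active promoter genes only. These rates may therefore not hold for the comparisons themselves. Intervals on shares are 95% Wilson intervals and cover counting error only.

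Apart from CLDN4 and MYC, which were chosen after their values were seen, the genes named in the text were fixed by a rule before the data were examined. The rule took every gene the paper names for HK2 cells, the gene of each marker list with the highest mean FPKM, and the 5 genes of highest FPKM among those with bivalent or repressed bins and no active promoter bin. Some genes that this rule takes in are not reported here. Alternatives covered the use of the replicates, the bin rule, peak and region width, the TSS window, the gene set, the pseudocount, low FPKM, TPM in place of FPKM, and how regions were paired with genes.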

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

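The tests of the proximal tubule marker list without ChIP-seq replicate 1, without ChIP-seq replicate 2 and with the peaks of either replicate were chosen only after the result was seen, and the other alternatives were set before the data were examined. No paired analysis was possible because the cells had 1 condition, and the comparisons are between genes within the same libraries.

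No tested difference changed direction under any of its alternatives. The difference between active and poised promoter genes lay between 0.320 and 0.924 over 16 alternatives, that between active and bivalent promoter genes between 0.794 and 1.54 over 16, and that between the nearest genes of enhancers and of repressed regions between 0.258 and 0.786 over 18. The step from within 20 kb to 20 to 200 kb lay between 0.102 and 0.460 over 18 alternatives, the highest with a gene placed by its nearest enhancer only, and the step to over 200 kb between 0.073 and 0.245 over 18, with a largest permutation p of 0.0134.

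Among active promoter genes alone, the difference between enhancers within 20 kb and over 200 kb was 0.011 with stricter peaks, the wider 50% of each list (permutation p = 0.801), and the cause was not tested. Permutation p over the alternatives of this result ran from 1e-05, the smallest possible, to that value.

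The fold between the mean FPKM of nearest genes within 20 kb and over 200 kb has no test. It was 1.735 with peaks of either replicate, 1.513 with stricter peaks, 2.099 with the 5-prime-most TSS of each gene, 1.808 with the highest transcript of each gene and 1.601 with enhancers over 2 kb from any TSS. It was 1.320 among genes with a mean FPKM of at least 0.1, 1.317 with each region counted, 2.487 with a gene placed by its nearest enhancer only, 3.321 as a fold of medians and 16.511 with all annotated genes.

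With each ChIP-seq or RNA-seq replicate left out in turn, active against poised promoter genes ran from 0.509 to 0.864, the highest without ChIP-seq replicate 2. Active against bivalent promoter genes ran from 0.918 to 0.980, and enhancer against repressed nearest genes from 0.347 to 0.471. The first distance step ran from 0.154 to 0.195, the second from 0.146 to 0.168 and the fold from 1.664 to 1.733. The distance difference among active promoter genes ran from 0.138 to 0.169, and the difference by H3K4me3 breadth from 0.174 to 0.276, the highest without ChIP-seq replicate 2. These fits have no test, since a single replicate of each mark or a single library remains.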

Differences from the paper's values

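No test in this part was chosen only after the result was seen. The number of promoter regions was 34148, against the paper's 51569. Here a promoter with bins of several states was counted as several regions. Of the alternatives set before the data were examined, only that without ChIP-seq replicate 2, with 45090, came within 1.5 times of the paper's number. Active enhancer regions numbered 29572 against the paper's 57345. With peaks of either replicate there were 57319 and without ChIP-seq replicate 2 there were 56549, and the other alternatives did not close the gap.

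The mean distance from an active enhancer to the nearest TSS was 99.1 kb against the paper's 54.7 kb. It was 53.9 kb with stricter peaks and 66.8 kb with regions of at least 1000 bp. With all annotated genes it was 17.2 kb, below the paper's value, and the remaining alternatives did not close the gap. The fold of mean FPKM between the nearest and the farthest distance class was 1.69 where the paper gives a decrease of more than 2.5 fold. The fold of medians, 3.32, and the fold over all annotated genes, 16.5, exceeded that value, and with a gene placed by its nearest enhancer only the fold was 2.49.

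In the paper's Fig. 2a, read by eye, the median log10(FPKM + 1) was about 0.78 for active and 0.68 for poised promoter genes. Here the medians were 1.105 and 0.559, so the 2 classes lay farther apart than in the paper. The median log10(FPKM + 1) of the nearest genes of repressed regions was 0.093 against about 0.05 in the paper's Fig. 2c, read by eye. It was 0.062 with stricter peaks, 0.037 with regions of at least 1000 bp and 0.057 with each region counted, and the other alternatives did not close the gap. For nearest genes over 200 kb away the median was 0.593 against about 0.30 in the paper's Fig. 2e, read by eye, and only the FPKM of the highest transcript, at 0.446, came within 1.5 times.

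The paper places NUDT7 among genes with an active promoter. With both replicates required its promoter was poised, and without ChIP-seq replicate 2 it was active. The paper also calls its expression high, and its FPKM was 1.43 and 1.55. The paper places rs6420094 in an active promoter, and its bin held no mark with both replicates and was an active enhancer without ChIP-seq replicate 2. In that setting an active promoter region lay beside the SNP, from 176816201 to 176817400, and SLC34A1 had an active promoter. With both replicates required, an active enhancer region from 176816001 to 176817600 ended at the edge of the SNP's bin. In the paper's Fig. S3 the promoter of DAB2 carries a peak on the H3K27me3 track and none on the H3K4me3 track. In the peak lists, H3K4me3 peaks lay there from 39423545 to 39426643 in replicate 1 and from 39424430 to 39425548 in replicate 2, and no H3K27me3 peak lay in the gene.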

Other observations

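The tests of chromosome copies, of gene density, of the paper's segments against replicate 1, of overlapping genes and of promoter state as the whole of the distance difference were chosen only after the result was seen.

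Genes that the paper connects to risk variants through HiChIP had these values in HK2 cells. CYP24A1 had an active promoter in each ChIP-seq replicate and an FPKM of 23.2 ± 1.70 (SD, n = 2 libraries). CCND1 had an active promoter in each replicate, with an H3K27me3 peak within 1 kb of a TSS in both, and an FPKM of 16.7 ± 0.382. THBS3, MTX1 and MUC1 each had an active promoter in both replicates, with an FPKM of 17.9 ± 0.106, 12.9 ± 0.412 and 3.14 ± 0.756. THBS3 and MTX1 overlap on opposite strands, so their values are uncertain where reads were counted without strand.

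Genes nearest to enhancers over 200 kb away were less expressed than genes nearest to enhancers within 20 kb, by 0.341 in mean log10(FPKM + 1). A candidate explanation is that fewer of the distant genes have an active promoter. Among active promoter genes the difference was 0.145 (5088 against 298 genes, permutation p = 2e-05), so a share of 0.42 remained. Over 13 alternatives the share ran from 0.03 to 0.77 and was at or over 0.5 in 3 of them. Whether promoter state accounts for most of the difference, or for all of it, is therefore left open by the choice of alternatives.

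Among active promoter genes, the 923 genes with the widest H3K4me3 regions were more expressed than the other 9292, by 0.179 (permutation p = 1e-05, the smallest possible; 0.184 and 0.175 in the libraries). Breadth of H3K4me3 may go with higher expression within this class. No biological explanation of the breadth was tested.

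Marker lists were written before the data were examined, and the share of each list with an active promoter was compared with 10000 random lists of protein-coding genes. Of 20 proximal tubule markers, 3 had an active promoter, at percentile 0.03, and 5 had an FPKM of at least 1 in both libraries. This argues against the hypothesis that these markers keep active promoters in the cell line. With ChIP-seq replicate 1 alone 7 of the 20 had an active promoter, and the percentile was 0.4 both with that replicate alone and with the peaks of either replicate. PDZK1 was the highest of the list, at 17.4 and 17.9 FPKM. Of 10 podocyte markers 1 had an active promoter (percentile 0.40, highest SYNPO), and of 10 distal nephron and collecting duct markers 1 did (percentile 0.34, highest AQP3). With ChIP-seq replicate 1 alone these numbers were 3 and 2. Of 10 injury and dedifferentiation genes 6 did, at percentile 68.30, which is no excess over random lists. Of the 10, 7 had an FPKM of at least 1 in both libraries, and the median was 54.3 FPKM, against a median of 0.03 FPKM for the proximal tubule list. VIM was the highest, at 709 and 1133 FPKM.

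The replicates of a mark differed in their number of peaks. If aligned read pairs were the cause, the replicate with more pairs would have more peaks in all 3 marks. The pairing of the peak lists with these depths is inferred, since 1 replicate of each mark has no number in its label. The order held in 2 of the 3 marks, and for H3K4me3 the replicate with fewer aligned read pairs had 73942 peaks against 29130. The paper's Table S1 also gives the fraction of reads in peaks, in replicates 1 and 2, as 0.769 and 0.133 for H3K27ac, 0.328 and 0.186 for H3K4me3, and 0.05 and 0.054 for H3K27me3. The replicate with more peaks thus had the higher fraction for H3K27ac and the lower fraction for H3K4me3 and H3K27me3. This fraction itself depends on the peaks called.

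H3K27me3 peaks were densest on chromosomes 20, 10 and 1 in both replicates. Across chromosomes, Spearman's rho of gene density with H3K27me3 density was 0.132 in replicate 1 (permutation p = 0.547). In replicate 2 it was 0.396 (permutation p = 0.0615). With 23 chromosomes, these values do not exclude a positive correlation. The most gene-dense chromosomes, 19, 17 and 22, had means of 9.14 and 8.24 H3K27me3 peaks per Mb in replicates 1 and 2. The means on chromosomes 20, 10 and 1 were 39.72 and 42.9. Gene density alone would therefore not give this ranking, and whether it contributes is left open. Extra copies of chromosomes 20, 10 and 1 could also raise expression. The mean of the median log10(FPKM + 1) of active promoter genes was 1.228 on these chromosomes and 1.081 on the others, and 7 of 1771 choices of 3 chromosomes, a share of 0.004, were as high. H3K4me3 peaks found in replicate 2 only were also densest on chromosome 20, at 91.5 per Mb. Chromosomes 10 and 1 had 33.3 and 28.7, below 52.0 on chromosome 19 and 40.8 on chromosome 17. H3K27ac peaks of replicate 1 were at 26.6, 20.8 and 24.5 per Mb on chromosomes 20, 10 and 1. They were denser on chromosomes 17, 19 and 22, at 33.0, 38.4 and 36.8. The hypothesis of extra copies was found among 55 pairs of measures on the same data that tested it. Copy number was not measured, so extra copies cannot be told apart from other causes here.

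For 260 SNPs that the paper lists with a single segment, the bin had the paper's segment at 33.85% with replicate 1 alone (95% Wilson interval, 28.4 to 39.8%), 17.3% with replicate 2 alone, 16.5% with both and 34.2% with the peaks of either replicate. The paper's segments may follow replicate 1, but the share with peaks of either replicate lies within the interval of replicate 1. Replicate 1 also has more and wider H3K27ac peaks, which raise its matches by themselves, so the explanations cannot be told apart.

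Of 8732 genes with a mean FPKM of at least 5, 91 differed over 2-fold between the libraries. Another gene on the same strand overlapped 44.0% of them and 29.7% of the other genes (Fisher's exact test, two-sided, p = 0.00534). A candidate explanation for part of these genes is that reads of overlapping genes were assigned differently in the libraries. CLDN4, at 44.4 and 0.406 FPKM, and MYC, at 5.75 and 50.4, were chosen after their values were seen, and no biological explanation was tested.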
